# Uncovering the potential molecular mechanism of liraglutide to alleviate the effects of high glucose on myoblasts based on high-throughput transcriptome sequencing technique

**DOI:** 10.1186/s12864-024-10076-w

**Published:** 2024-02-08

**Authors:** Dongmei Fan, Yunjie Zhang, Lanyu Lu, Fuzai Yin, Bowei Liu

**Keywords:** Liraglutide, C2C12, Myoblasts, High glucose, Metabolism, DE-mRNAs

## Abstract

**Background:**

Myoblasts play an important role in muscle growth and repair, but the high glucose environment severely affects their function. The purpose of this study is to explore the potential molecular mechanism of liraglutide in alleviating the effects of high glucose environments on myoblasts.

**Methods:**

MTT, western blot, and ELISA methods were used to investigate the role of liraglutide on C2C12 myoblasts induced by high glucose. The high-throughput transcriptome sequencing technique was used to sequence C2C12 myoblasts from different treated groups. The DESeq2 package was used to identify differentially expressed-mRNAs (DE-mRNAs). Then, functional annotations and alternative splicing (AS) were performed. The Cytoscape-CytoHubba plug-in was used to identify multicentric DE-mRNAs.

**Results:**

The MTT assay results showed that liraglutide can alleviate the decrease of myoblasts viability caused by high glucose. Western blot and ELISA tests showed that liraglutide can promote the expression of AMPKα and inhibit the expression of MAFbx, MuRF1 and 3-MH in myoblasts. A total of 15 multicentric DE-mRNAs were identified based on the Cytoscape-CytoHubba plug-in. Among them, Top2a had A3SS type AS. Functional annotation identifies multiple signaling pathways such as metabolic pathways, cytokine-cytokine receptor interaction, cAMP signaling pathway and cell cycle.

**Conclusion:**

Liraglutide can alleviate the decrease of cell viability and degradation of muscle protein caused by high glucose, and improves cell metabolism and mitochondrial activity. The molecular mechanism of liraglutide to alleviate the effect of high glucose on myoblasts is complex. This study provides a theoretical basis for the clinical effectiveness of liraglutide in the treatment of skeletal muscle lesions in diabetes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10076-w.

## Introduction

Myoblasts are stationary skeletal muscle satellite cells with the function of muscle growth and repair [1]. Myoblasts fuse to form myotubes involved in regeneration and repair of damaged/injured skeletal muscle [2]. Myoblasts transplantation is also a potential treatment for urological dysfunction and heart failure [3]. The adverse effects of high glucose concentration on cells are called glucose toxicity. High ambient glucose inhibits the myogenesis of C2C12 myoblasts, characterized by a two-fold decrease in myoblasts fusion, a decrease in intracellular of myogenic determination factor (MyoD), myogenic and myosin heavy chain (MHC) levels, and increased cellular content of active myostatin isoform [4]. High glucose stress also affected myoblasts survival and mitochondrial function [5]. A previous study found that hyperglycemia negatively affects induced pluripotent stem cells (IPSC)-derived myoblasts proliferation, skeletal muscle regeneration and function. Moreover, in hyperglycemic myoblasts, cell cycle progression is blocked in S phase and G2/M phase, and mitochondrial function is impaired [6]. Therefore, exploring how to inhibit the adverse effects of high glucose on myoblasts is helpful for the management and treatment of skeletal muscle lesions in diabetes.

Liraglutide is an acylated glucagon-like peptide-1 (GLP-1) analogue, which has 97% amino acid homology with natural GLP-1 and has significant long-term effect [7]. Liraglutide has protective effects on freezing injury, denervation, and dexamethasone induced skeletal muscle atrophy and improved muscular function [8]. Liraglutide can also affect insulin resistance in skeletal muscle cells [9]. Liraglutide prevents cardiac systolic function impairment, reactive oxygen species (ROS)/O^2−^ production, cell apoptosis, and mitochondrial damage induced by short-term high glucose incubation [10]. Liraglutide can prevent high glucose induced dysfunction of human umbilical vein endothelial cells (HUVECs) by inhibiting PTEN-induced putative kinase 1 (PINK1)/Parkin dependent mitophagy [11]. Liraglutide also protects nucleus pulposus cells and fibroblasts stimulated via high glucose by activating related pathways [12, 13]. So far, it has not been found whether liraglutide protects myoblasts stimulated by high glucose.

Muscle atrophy F-box (MAFbx) and muscle RING finger 1 (MuRF1) are considered to be key regulators of muscle protein degradation [14, 15]. AMP-activated protein kinase (AMPK) can detect intracellular energy levels and is responsible for regulating the cell's energy supply system to maintain cell metabolism. It has specific regulation of various aspects of mitochondrial biology and homeostasis [16]. It not only acts as an energy switch that controlling anabolism and catabolism, but also as a sensor for glucose and cellular energy status [16, 17]. 3-methylhistidine (3-MH) is a byproduct of actin and myosin degradation [18]. In this study, the expression of MAFbx, MuRF1 and AMPKα and 3-MH in each group were verified by WB and ELISA, respectively, to detect the alleviating effect of liraglutide on high glucose induced myoblasts. In addition, high-throughput transcriptome sequencing technique was also used to explore the molecular mechanism of liraglutide affecting C2C12 myoblasts stimulated by high glucose (Fig. 1). This study provides a theoretical basis for the clinical effectiveness of liraglutide in the treatment of skeletal muscle lesions in diabetes.

**Fig. 1:**
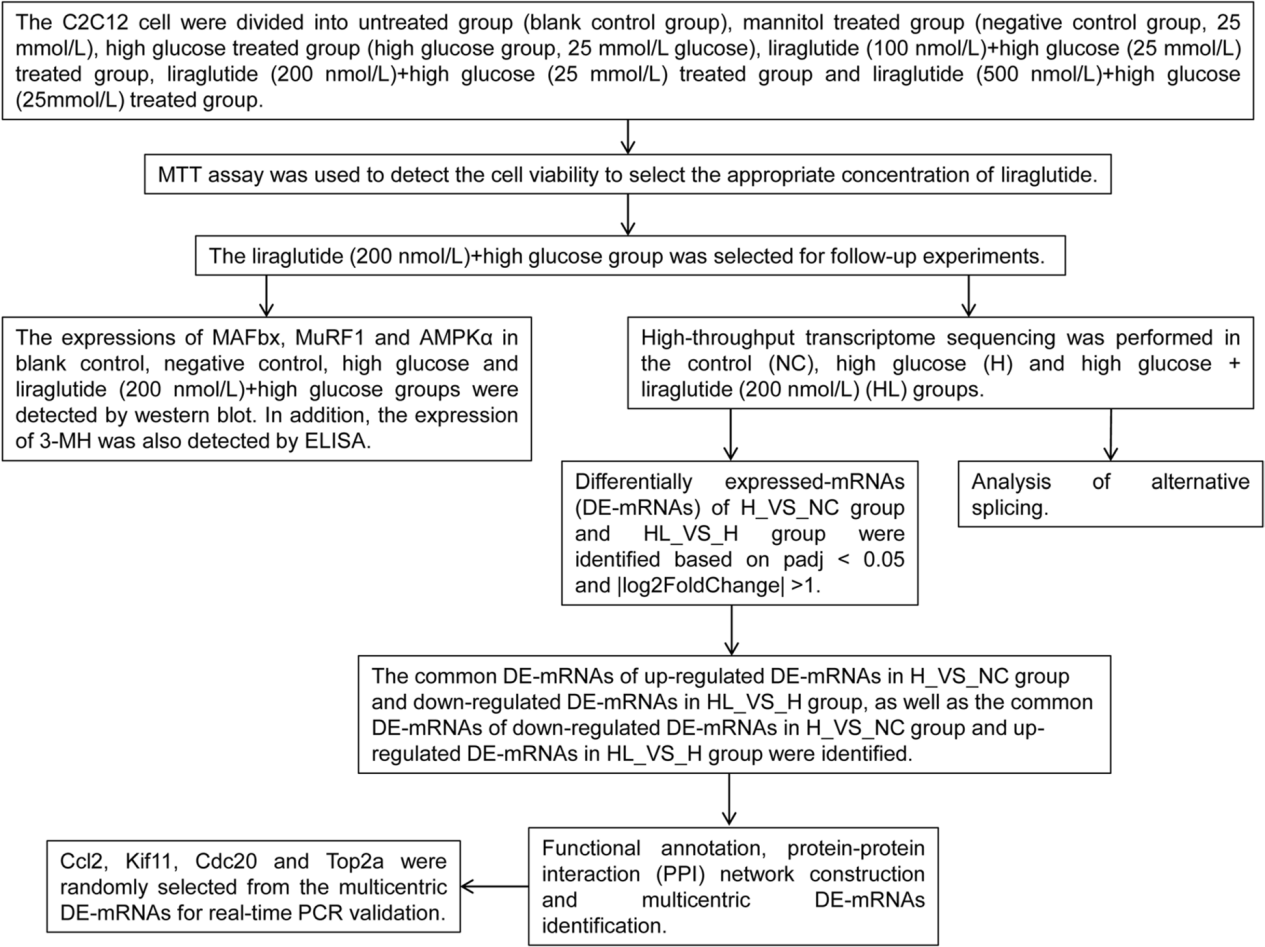
The flowchart of the study

## Materials and methods

### In vitro validation of the effect of liraglutide on myoblast under high glucose condition

C2C12 cells were used for experimental research in vitro. C2C12 cells line (item number: CL-0044) was purchased from Procell Life Science& Technology Co., Ltd. The C2C12 cells were divided into untreated group (blank control group), mannitol treated group (negative control group, 25 mmol/L), high glucose treated group (high glucose group, 25 mmol/L glucose), liraglutide (100 nmol/L) + high glucose (25 mmol/L) treated group, liraglutide (200 nmol/L) + high glucose (25 mmol/L) treated group and liraglutide (500 nmol/L) + high glucose (25 mmol/L) treated group. The treatment time of each group was 48 h. The 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl-2H-tetrazolium bromide (MTT) assay was used to detect the cell viability to select the appropriate concentration of liraglutide. Optical density (OD) value was measured at 490 nm wavelength. The expressions of MAFbx, MuRF1 and AMPKα in each group were detected by western blot. The names of the primary antibodies used were AMPKα antibody (A1229, Abclonal), Fbx32 antibody (A3193, Abclonal), TRIM63 antibody (A3101, Abclonal) and β-actin antibody (EM21002, Huaan biology). The name of the secondary antibody used was goat anti-rabbit IgG/HRP. The ELISA kit was used to detect the content of 3-MH in each group. OD value was measured at 450 nm wavelength.

### mRNA library construction, sequencing and raw data processing

The sequencing samples in this study included C2C12 cells control group (NC group), C2C12 cells high glucose (25 mmol/L) treated group (H group) and C2C12 cells high glucose (25 mmol/L) + liraglutide (200 nmol/L) treated group (HL group). Total RNA was extracted from cell samples using Trizol kit. Firstly, the mRNA was enriched and fragmented. Then, cDNA synthesis, terminal repair and connector linking were performed. Subsequently, polymerase chain reaction (PCR) reaction and product recovery were performed to complete the preparation of the library. Agilent 2100 BioAnalyzer was used to detect library quality. The Illumina HiSeq high-throughput sequencing platform was used to sequence cDNA library. Fastp was used for quality control of sequencing raw data. Specifically, adapter sequence, 5’ segment, 3’ segment, bases with quality < 20 and reads with *N* > 10% were trimmed. In addition, small fragments with length less than 25 bp after quality trimming were discarded. Hisat2 (version 2.1.0, https://ccb.jhu.edu/software/hisat2/index.shtml) was used to align the clean data after quality control to the human reference genome. Stringtie (version 1.3.3b, http://ccb.jhu.edu/software/stringtie/) calculates the fragments per kilobase of exon model per million mapped reads (FPKM) value of each gene / transcript in the sample according to the results in Hisat2, and used this value as the expression level of mRNA in the sample.

### Differential expression analysis of mRNA

The DESeq2 package was used to identify differentially expressed-mRNAs (DE-mRNAs) [19]. Differential expression analysis is mainly divided into three steps: (1) Standardize the original read count, mainly to correct the sequencing depth; (2) The hypothesis test probability (*P*-value) was calculated by statistical model; (3) Multiple hypothesis test correction (Benjiamini and Hochberg method) was performed to obtain padj value (also known as corrected P value or false discovery rate). The filter parameters were set to padj < 0.05 and |log2FoldChange (log2FC)|> 1.

### Functional annotation of common DE-mRNAs

Functional annotation was performed on the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group, as well as the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group. David database (https://david.ncifcrf.gov/tools.jsp) was used for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis of common DE-mRNAs. The screening criteria was *P*-value < 0.05.

### Identification of multicentric DE-mRNAs

In order to explore the interaction between common DE-mRNAs, a protein–protein interaction (PPI) network was constructed based on the STRING database (https://string-db.org/). Then, import the results obtained in the STRING database into Cytascape software (http://www.cytoscape.org/). Subsequently, maximum neighborhood component (MNC), degree, edge percolated component (EPC) and closeness in the Cytoscape-CytoHubba plug-in were used to screen multicentric DE-mRNAs.

### Analysis of alternative splicing (AS)

RMATS (http://rnaseq-mats.sourceforge.net/index.html) is a software developed for the analysis of AS for RNA-seq data. It can not only classify AS events, but also analyze the differences of AS events between different samples. The screening criteria for differentially AS events were false discovery rate (FDR) < 0.05 and |IncLevelDifference|> 0.05. RMATS divides the identified AS events into skipped exon (SE), alternative 5' splice site (A5SS), alternative 3' splice site (A3SS), mutually exclusion exon (MXE) and retained intron (RI).

### Real-time PCR validation

A total of 9 myoblasts samples were selected for real-time PCR verification, including 3 control samples, 3 H samples and 3 HL samples. Total RNA was extracted from cell samples using Trizol kit. FastQuant cDNA first strand synthesis kit and SuperReal PreMix Plus (SYBR Green) were used for reverse transcription and fluorescence quantitative detection, respectively. The data were quantitatively analyzed by 2^−△△CT^.

### Statistical analysis

Padj < 0.05 and |log2FC|> 1 were the screening criteria for DE-mRNAs. FDR < 0.05 and |IncLevelDifference|> 0.05 were the screening criteria for differentially AS. MTT, western blot and ELISA results were statistically analyzed using GraphPad Prism. One-way ANOVA test was used for statistical analysis. *P* < 0.05 was considered as statistical significance. This experiment was performed on cultured cell samples and no human samples were collected. Therefore, no sample sizes. Experiments were repeated independently at least 3 times. At present, the design of 3 biological repeated experiments is mainly used. The same experiment usually needs to be repeated at least 3 times to reduce experimental errors and avoid the impact of accidental phenomena on the experimental results. Data are presented as the mean ± standard deviation (SD).

## Results

### In vitro validation of the effect of liraglutide on C2C12 under high glucose condition

MTT assay results showed that the number of living cells in the high glucose group decreased compared with the blank control and the mannitol treated groups. Compared with the high glucose group, the number of living cells in liraglutide (100 nmol/L) + high glucose, liraglutide (200 nmol/L) + high glucose and liraglutide (500 nmol/L) + high glucose groups increased (Fig. 2A). It was observed that the number of living cells in the liraglutide (200 nmol/L) + high glucose group was the largest, so this group was selected for follow-up experiments. Subsequently, western blot was used to detect the expressions of AMPKα, MAFbx and MuRF1 in blank control, mannitol treated, high glucose and liraglutide (200 nmol/L) + high glucose groups (Fig. 2B-E). The results showed that there were no significant difference in the expression of AMPKα, MAFbx and MuRF1 between the blank control and the mannitol treated groups. Compared with blank control and mannitol treated groups, the expression level of AMPKα in the high glucose group was significantly decreased, while the expression levels of MAFbx and MuRF1 were significantly increased. However, compared with the high glucose group, the expression level of AMPKα in the liraglutide (200 nmol/L) + high glucose group was significantly increased, while the expression levels of MAFbx and MuRF1 were significantly decreased. The ELISA results showed that there were no significant difference in the content of 3-MH in the cell supernatant between the blank control group and the mannitol treated group (Fig. 2F). Compared with blank control and mannitol treated groups, the content of 3-MH in cell supernatant of high glucose group was significantly increased. Compared with the high glucose group, the content of 3-MH in the cell supernatant of the liraglutide (200 nmol/L) + high glucose group was significantly decreased. These results imply that liraglutide can alleviate the decrease of cell viability and degradation of muscle protein caused by high glucose, and improve cell metabolism and mitochondrial activity.

**Fig. 2:**
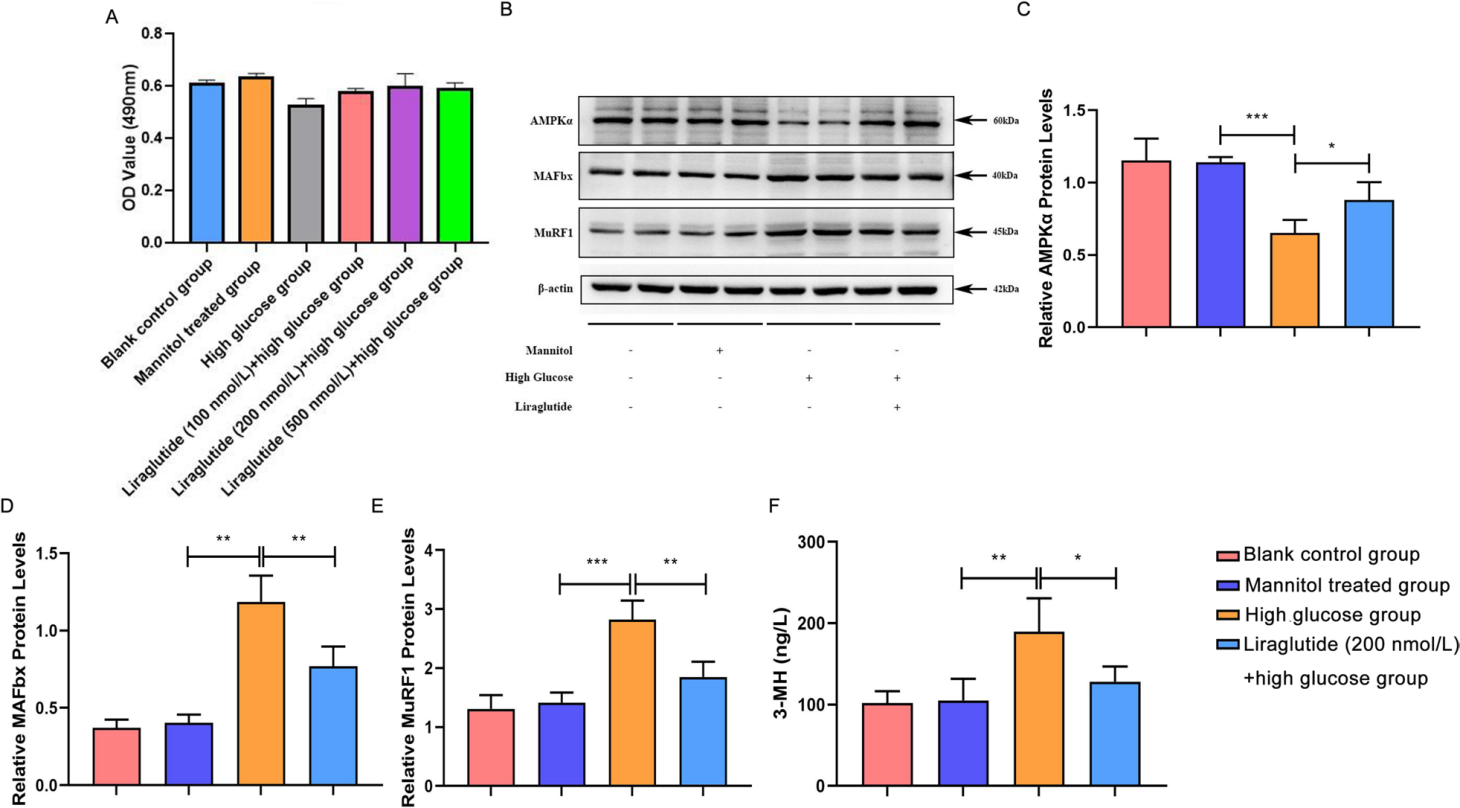
In vitro validation of the effect of liraglutide on C2C12 under high glucose condition. **A**: MTT was used to detect cell viability in blank control, mannitol treated, high glucose, liraglutide (100 nmol/L) + high glucose, liraglutide (200 nmol/L) + high glucose and liraglutide (500 nmol/L) + high glucose groups; **B**: Protein expression bands of AMPKα, MAFbx and MuRF1 in blank control, mannitol treated, high glucose and liraglutide (200 nmol/L) + high glucose groups. The blots were cropped and the full-length blots/gels are presented in Supplementary material-Original blot. **C**: Statistical histogram of AMPKα protein expression in blank control, mannitol treated, high glucose and liraglutide (200 nmol/L) + high glucose groups; **D**: Statistical histogram of MAFbx protein expression in blank control, mannitol treated, high glucose and liraglutide (200 nmol/L) + high glucose groups; **E**: Statistical histogram of MuRF1 protein expression in blank control, mannitol treated, high glucose and liraglutide (200 nmol/L) + high glucose groups; **F**: The content of 3-MH in the cell supernatant of blank control, mannitol treated, high glucose and liraglutide (200 nmol/L) + high glucose groups was detected by ELISA. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

### Identification of DE-mRNAs

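RNA of 9 samples of C2C12 cells, a mouse myoblast line that can fuse into myotubes, was sequenced on an Illumina HiSeq instrument after enrichment of mRNA. The samples were 3 of the control group (NC), 3 of the group treated with 25 mmol/L glucose (H) and 3 of the group treated with 25 mmol/L glucose and 200 nmol/L liraglutide (HL), for 48 h. Liraglutide is an acylated analogue of glucagon-like peptide-1 (GLP-1) that activates the GLP-1 receptor. The paper's text does not give the glucose concentration of the NC group, and no mannitol sample was analysed here. The authors trimmed the reads, aligned them and computed 1 FPKM value per gene and sample, that is, fragments scaled to the length of the exon model and to the mapped reads. The deposited values cover 54307 genes and sum to 757000 to 765681 FPKM in the NC libraries (median 765666), 649733 to 683362 in H (median 668953) and 698627 to 731929 in HL (median 710229). Such values carry no read counts, so depth was estimated from the steps between low values of 228 genes with 1 annotated transcript. By this estimate, depth was 19.6 M reads in each NC library, 17.8 to 21.3 M reads in H (median 21.1) and 16.2 to 20.2 M reads in HL (median 19.9). From these values, log2(FPKM + 0.1) was tested with limma in 1 fit of all 9 libraries, over the 13674 genes with an FPKM of at least 1 in at least 3 libraries. All fold changes are on this scale, which understates the change of genes near 0. A gene was called up- or down-regulated at the thresholds of the paper's methods, an adjusted p under 0.05 and an absolute log2 fold change over 1. Gene lists were compared with all other tested genes by camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the data. Replicates of the H group differed more than those of the other groups, with a median SD of log2 values of 0.171 in H, 0.072 in NC and 0.087 in HL. Mitochondrially encoded transcripts made up 6.48% to 7.28% of the FPKM total in NC, 7.24% to 9.47% in H and 9.19% to 11.45% in HL. The paper states that experiments were repeated independently and that a design of 3 biological repeats is mainly used, without saying whether the 3 libraries of a group came from separate cultures; if they did not, the p-values measure only the spread between these samples, which may be technical.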

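In the high glucose group, the called genes include targets of the osmotic stress response and immediate early genes, most of them higher, and genes of the extracellular matrix, most of them lower. Of 21 tested targets of NFAT5, the transcription factor of the osmotic stress response, 11 rose and 1 fell, with the same counts when adjusted over the list alone (camera adjusted p = 9.55e-06, adjusted p = 0.166 with an estimated correlation). Slc6a12, a transporter of the osmolyte betaine, rose from 0.0295 ± 0.0512 FPKM in the NC group to 75.4 ± 23.2 in the H group (SD, n = 3 each; log2 fold change 9.21, standard error 0.59, adjusted p = 1.87e-06). Cryab, a small heat shock protein, rose from 151 ± 7.64 to 1783 ± 528 FPKM (log2 fold change 3.52, standard error 0.17, adjusted p = 4.57e-07). The study picked some members of this list and of the next one from these libraries. Of 27 immediate early genes, 13 rose and none fell, also when adjusted over the list alone (camera adjusted p = 6.5e-10, adjusted p = 0.14 with an estimated correlation). Among these, Fos, a subunit of the AP-1 transcription factor, rose from 8.63 ± 0.691 to 99.0 ± 29.0 FPKM, and Klf2, a zinc finger transcription factor, from 3.23 ± 0.144 to 26.5 ± 7.42, with log2 fold changes of 3.46 and 2.96 (adjusted p = 7.07e-07 and 1.86e-06). Of 24 p53 targets and cell cycle inhibitors, 8 rose and 1 fell, the same over the list alone and, of these lists, the only call that held with an estimated correlation (camera adjusted p = 3.5e-06, adjusted p = 0.0455 with an estimated correlation). They include Cdkn1a, an inhibitor of cyclin-dependent kinases, with a log2 fold change of 1.24 (standard error 0.05, adjusted p = 1.95e-07), and Plk2, a kinase induced by stress, with 1.65 (standard error 0.05, adjusted p = 1.12e-07). Of 23 genes of the ATF4 response, 5 rose and 4 fell, the same over the list alone, and the list did not pass the test (camera adjusted p = 0.551, median log2 fold change -0.04, mean 0.20). Nupr1, a stress-induced nuclear protein, rose from 56.0 ± 1.80 to 631 ± 192 FPKM, while Pck2, the mitochondrial phosphoenolpyruvate carboxykinase, fell from 59.2 ± 2.18 to 20.1 ± 2.94. Of 33 extracellular matrix genes, 9 fell and 1 rose, the same over the list alone (camera adjusted p = 0.0212, adjusted p = 0.789 with an estimated correlation, adjusted p = 0.0767 with a filter on a mean FPKM of 5 and 0.0604 without H replicate 1, range over the alternatives 0.000145 to 0.789). Lox, which cross-links collagen, fell from 366 ± 9.94 FPKM in NC with a log2 fold change of -1.35 (adjusted p = 0.00028). Over all tested genes, 1402 were up-regulated and 786 down-regulated, so that 64.1% of the calls were higher in the H group, 48.5% with a filter on a mean FPKM of 5, 72.1% without a filter and 76.8% after rescaling to TPM, which moves the median log2 fold change of all tested genes from -0.04 to 0.15. The 3 H libraries lay wholly above or below the 3 NC libraries for 65.5% of the tested genes, where chance gives 10%. Without the filter on low values 2711 genes were up-regulated, with a filter on a mean FPKM of 5 the numbers were 517 up and 548 down, and at an adjusted p alone 3711 were higher and 4513 lower.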

Compared with the NC group, 4594 DE-mRNAs (3450 up-regulated and 1144 down-regulated) were identified in H group. The volcano map and heat map of DE-mRNAs were shown in Fig. 3A and B. The top 10 up/down-regulated DE-mRNAs was shown in Table 1. 

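Among the genes of Table 1, the largest rises were in genes that are nearly silent in the NC group. Prss35, a serine protease-like protein, rose from 0.173 ± 0.0329 FPKM in the NC group to 68.3 ± 15.4 in the H group (SD, n = 3 each; log2 fold change 7.95, standard error 0.20, adjusted p = 5.07e-08). Csf1r, the receptor of the macrophage growth factor CSF1, rose from 0.451 ± 0.205 to 125 ± 29.8 FPKM (log2 fold change 7.85, standard error 0.26, adjusted p = 1.12e-07). Akr1b3, the aldose reductase that turns glucose into the osmolyte sorbitol, rose from an already high 209.7 ± 3.70 to 5248 ± 1442 FPKM (log2 fold change 4.61, standard error 0.15, adjusted p = 1.12e-07). Neat1, the long non-coding RNA that builds nuclear paraspeckles, rose from 44.0 ± 1.67 to 486 ± 20.1 FPKM (log2 fold change 3.46, adjusted p = 9.85e-10). Tnxb, a tenascin of the extracellular matrix, Atp1b1, a subunit of the sodium pump, Fosb, an AP-1 subunit, Fam213a (the deposited symbol of Prxl2a), Prl2c2, a placental prolactin, and Sprr2e, a protein of the cornified envelope, had log2 fold changes from 3.41 (Prl2c2) to 6.67 (Sprr2e). Prl2c2 and Sprr2e have close paralogs that may share their reads, so their values are uncertain. All 3 tested placental prolactins (Prl2c2, Prl2c3 and Prl2c5) were called up-regulated, too few members for a list test, and 4 of the 11 listed above 0 in any library without the filter. Of 5 tested macrophage markers, 4 rose, also when adjusted over the list alone (camera adjusted p = 0.01, adjusted p = 0.128 with an estimated correlation), among them Cd68, a lysosomal glycoprotein, from 4.78 ± 0.704 to 17.6 ± 3.69 FPKM. Of the 25 members of the list, 21 were seen above 0 in any library, of which 4 rose without the filter, and 1 of the 5 tested passed the filter by its H values alone. Coro1a, an actin-binding protein of white blood cells, had a log2 fold change of 1.88 (adjusted p = 0.046), a call that ended without the filter (0.0926), with variance weights (0.137), and without NC replicate 1 (0.0907), NC replicate 2 (0.155), H replicate 1 (0.152), H replicate 2 (0.1) or HL replicate 2 (0.0613, range over the alternatives 0.0234 to 0.155). Other abundant macrophage transcripts stayed below 1 FPKM, such as Lyz2, the macrophage lysozyme, singled out after its values were seen, at 0.725 ± 0.00164 FPKM in the NC group and 0.657 ± 0.121 in the H group. Of 6 long non-coding RNAs retained in the nucleus, 2 rose, Neat1 and Malat1, also when adjusted over the list alone (camera adjusted p = 0.00468, adjusted p = 0.139 with an estimated correlation). The study picked Csf1r, Itgax, Neat1, Prl2c2 and Prl2c3, members of these 3 lists, from these libraries. The down-regulated genes of Table 1 are mostly genes of DNA replication. Rrm2, a subunit of ribonucleotide reductase, fell from 262 ± 1.16 to 46.0 ± 4.22 FPKM (log2 fold change -2.51, standard error 0.07, adjusted p = 5.66e-08), and Pclaf, which binds the replication clamp PCNA, from 108 ± 1.29 to 12.4 ± 2.58 (log2 fold change -3.14, standard error 0.14, adjusted p = 2.83e-07). Cdc6, Clspn, Asf1b, Ccne2, Tk1, Hells and Pola1, which act in origin licensing, fork protection, chromatin assembly, S phase entry, nucleotide supply, chromatin remodeling and DNA synthesis, had log2 fold changes from -2.88 (Cdc6) to -1.67 (Hells). Of 45 genes of DNA replication and S phase, 34 fell and none rose, also when adjusted over the list alone (camera adjusted p = 1.24e-18, adjusted p = 0.107 with an estimated correlation), and 9 of them are genes of Table 1, which the study picked from these libraries. Col1a1, a chain of type I collagen, fell from 67.2 ± 0.895 to 7.81 ± 2.11 FPKM (log2 fold change -3.12, adjusted p = 3.79e-07). 

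**Figure D1:**
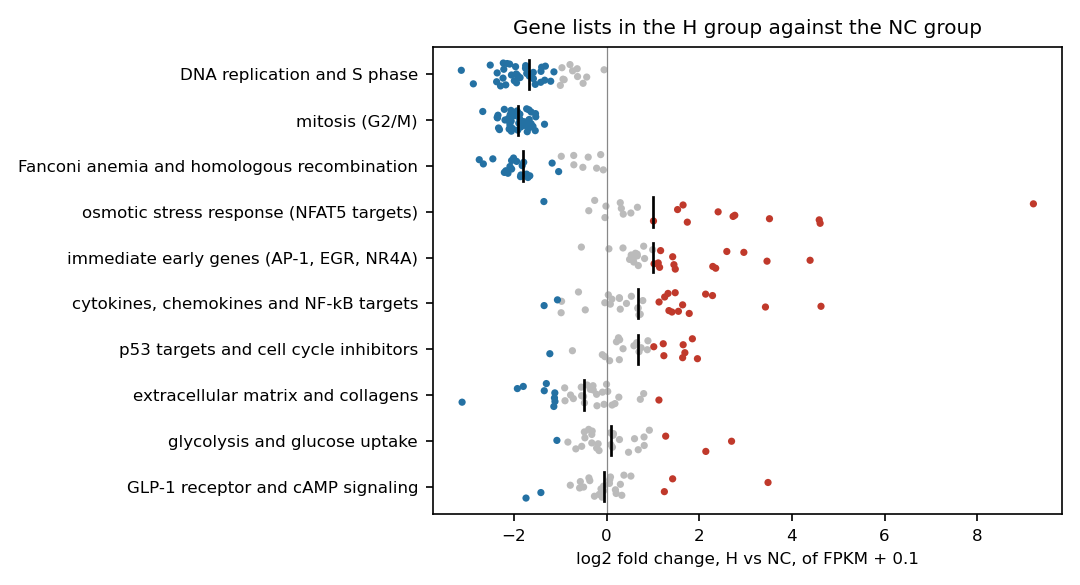
Log2 fold changes between the H and NC groups, on log2(FPKM + 0.1), of the tested members of 10 gene lists, 1 point per gene (red, called higher in H; blue, called lower; grey, not called; black line, median of the list). The DNA replication list lies below 0, with a median of -1.67, and the immediate early genes mostly above it, with a median of 0.99.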

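When liraglutide was added to high glucose, part of the genes of differentiated muscle rose. Of 24 tested genes of the sarcomere and differentiated muscle, 12 rose in the HL group against the H group and none fell, also when adjusted over the list alone (camera adjusted p = 9.37e-05, adjusted p = 0.17 with an estimated correlation); without the filter 15 of 49 rose and 2 fell. Myl1, a myosin light chain of fast muscle, rose from 2.47 ± 0.737 FPKM in the H group to 10.6 ± 0.478 in the HL group (SD, n = 3 each; log2 fold change 2.11, standard error 0.20, adjusted p = 4.6e-05). Ttn, the giant protein titin that spans the sarcomere, rose from 2.00 ± 1.15 to 6.88 ± 1.39 FPKM (log2 fold change 1.85, standard error 0.32, adjusted p = 0.00146). Acta1, the skeletal muscle actin, rose from 3.61 ± 0.762 to 10.8 ± 0.626 FPKM (log2 fold change 1.57, standard error 0.16, adjusted p = 7.88e-05). The same list did not pass the test in H against NC, with 4 members higher and 1 lower (camera adjusted p = 0.925). Of 20 myogenic regulators, 7 rose and 1 fell, the same over the list alone (camera adjusted p = 0.00619, adjusted p = 0.309 with an estimated correlation). Msc, a basic helix-loop-helix factor of muscle precursors, rose from 1.61 ± 0.727 to 4.93 ± 1.26 FPKM, and Id2, an inhibitor of such factors, fell from 37.2 ± 3.12 to 12.2 ± 0.822 (log2 fold changes 1.62 and -1.60). Myog, the myogenin gene, rose from 0.682 ± 0.0404 to 1.98 ± 0.188 FPKM, and its log2 fold change of 1.41 drops to 0.82, short of the threshold, at a pseudocount of 1. In the H group against the NC group, 2 of these regulators fell and none rose (camera adjusted p = 0.845), Id3 with a log2 fold change of -1.38 and Myod1 with -1.29, the latter -0.88 without H replicate 1. Of 33 extracellular matrix genes, 4 rose and none fell, the same over the list alone, and the list did not pass the test (camera adjusted p = 0.122), although it did without the filter on low values (0.00662) and without H replicate 2 (0.00129, range over the alternatives 0.00129 to 0.756). Fn1, the matrix protein fibronectin, was at 810.1 ± 126 FPKM in H and 1912 ± 16.1 in HL (log2 fold change 1.25, adjusted p = 1.41e-05). Of 28 genes of the NRF2 response to oxidative stress, 3 fell with none rising and the same over the list alone (camera adjusted p = 0.00209, adjusted p = 0.309 with an estimated correlation), among them Gsta1, a glutathione transferase, from 80.8 ± 23.0 to 14.4 ± 1.75 FPKM. In the H group against NC, 2 members of that list rose (camera adjusted p = 0.0392, adjusted p = 0.523 with an estimated correlation, 0.0607 without the filter on low values, 0.0563 without H replicate 1 and 0.0524 without H replicate 3, range over the alternatives 0.000852 to 0.523). The ATF4 list fell, with 3 members lower and none higher, also over the list alone (camera adjusted p = 0.00549, adjusted p = 0.383 with an estimated correlation), led by Nupr1 with a log2 fold change of -2.89. No member of the p53 list was called (camera adjusted p = 0.325), with 5 higher and 8 lower at an adjusted p alone, and Cdkn1a had a log2 fold change of -0.04 (adjusted p = 0.543). Of the immediate early genes, 5 fell and none rose, also over the list alone (camera adjusted p = 0.0312, adjusted p = 0.598 with an estimated correlation and 0.0638 without H replicate 1, range over the alternatives 0.00828 to 0.598), and Fos had a log2 fold change of -0.04 (adjusted p = 0.89). Of 22 matrix proteases and their inhibitors, 6 rose and 2 fell in H against NC and 3 fell in HL against H, the same over the list alone, and the list passed neither test (camera adjusted p = 0.0574 and 0.076). The first passed with a filter on a mean FPKM of 5 (0.033), with variance weights (0.0455), and without NC replicate 3 (0.046), H replicate 1 (0.0378) or H replicate 3 (0.0321, range over the alternatives 1.35e-05 to 0.251), and the second with that filter (0.0423) and without H replicate 3 (0.0441, range 9.9e-05 to 0.309). The study picked Pdlim3, Thbs2, Hmox1, Fosb and Prss35, members of the sarcomere, matrix, NRF2, immediate early and protease lists, from these libraries. Over all tested genes, 486 were up-regulated and 797 down-regulated in the HL group against the H group, and the libraries of these groups did not overlap for 55.3% of the genes (10% by chance). A pseudocount of 1 lowers the up-regulated genes to 256, the filter on a mean FPKM of 5 leaves 255 and 270, no filter gives 1606 down-regulated genes, and an adjusted p alone gives 3652 and 2967.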

Compared with the H group, 2555 DE-mRNAs (591 up-regulated and 1964 down-regulated) were identified in HL group. The volcano map and heat map of DE-mRNAs were shown in Fig. 3C and D. The top 10 up/down-regulated DE-mRNAs was shown in Table 2.

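The up-regulated genes of Table 2 serve cell division, the cytoskeleton and the extracellular matrix. Plk1, a kinase that drives entry into mitosis, rose from 13.5 ± 1.88 FPKM in the H group to 39.0 ± 0.404 in the HL group (SD, n = 3 each; log2 fold change 1.53, standard error 0.09, adjusted p = 4.15e-06). Sgo1, which protects the cohesion of sister chromatids, Smc2, a subunit of condensin, and Ube2c, the ubiquitin-conjugating enzyme of the anaphase-promoting complex, had log2 fold changes of 1.44, 1.37 and 1.34, each higher in all 3 HL libraries than in all 3 H libraries. Lmnb1, a lamin of the nuclear envelope, rose from 14.0 ± 1.44 to 33.7 ± 0.0738 FPKM, short of its 58.3 ± 1.99 in the NC group. Nefl, a neurofilament subunit, rose from 24.4 ± 4.19 to 80.8 ± 0.384 FPKM, above its 37.2 ± 0.265 in the NC group (log2 fold change 1.74, standard error 0.11, adjusted p = 5.7e-06). Pdlim3, a protein of the muscle Z line, rose from 17.9 ± 2.74 to 62.2 ± 2.75 FPKM (log2 fold change 1.80, standard error 0.11, adjusted p = 4.35e-06), and Thbs2, a thrombospondin of the matrix, from 49.1 ± 2.76 to 110.3 ± 1.85 (log2 fold change 1.17). Among the down-regulated genes of Table 2, Csf1r and Akr1b3 fell to 0.262 ± 0.0177 and 205 ± 5.95 FPKM (log2 fold changes -8.40 and -4.64, standard errors 0.26 and 0.15, adjusted p = 1.93e-07 and 2.26e-07), and neither was called in the HL group against the NC group. Prss35 fell to 0.604 ± 0.111 FPKM (log2 fold change -6.59) and was still called higher than in the NC group (log2 fold change 1.36, adjusted p = 0.000497). Stc1, a secreted glycoprotein that acts on calcium and phosphate, fell from 49.1 ± 4.98 to 8.17 ± 0.274 FPKM (log2 fold change -2.57, standard error 0.08, adjusted p = 1.93e-07). Hmox1, the heme oxygenase, fell from 323 ± 46.1 to 51.5 ± 1.49 FPKM, below its 90.9 ± 0.564 in the NC group (log2 fold change -2.64). Prl2c2, Prl2c3 and Prl2c5, whose reads may be shared between copies, all fell (log2 fold changes -4.07, -3.24 and -2.50). Of the genes of DNA replication, 10 of 45 rose in the HL group and none fell, also when adjusted over the list alone (camera adjusted p = 8.41e-10, adjusted p = 0.17 with an estimated correlation). Among these, Clspn had a log2 fold change of 1.55 (standard error 0.08, adjusted p = 2.33e-06), and Rrm2 reached 108 ± 4.27 FPKM (log2 fold change 1.23). Of the 5 macrophage markers, 2 fell, Csf1r and Cd74, also over the list alone (camera adjusted p = 0.0207, adjusted p = 0.17 with an estimated correlation), while Cd68 stayed at 19.0 ± 0.631 FPKM. Of the 6 nuclear long non-coding RNAs, 1 rose, Firre, and the list did not pass the test (camera adjusted p = 0.552). Firre, which organizes chromatin, had a log2 fold change of 1.06. It was 0.96 after rescaling to TPM and 0.997 at a pseudocount of 1, both short of the threshold. Neat1 was at 252 ± 5.12 FPKM in HL, with a log2 fold change of -0.95 against H (adjusted p = 2.49e-06) that is short of the threshold, and -1.04 and past it after rescaling to TPM. 

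**Figure D2:**
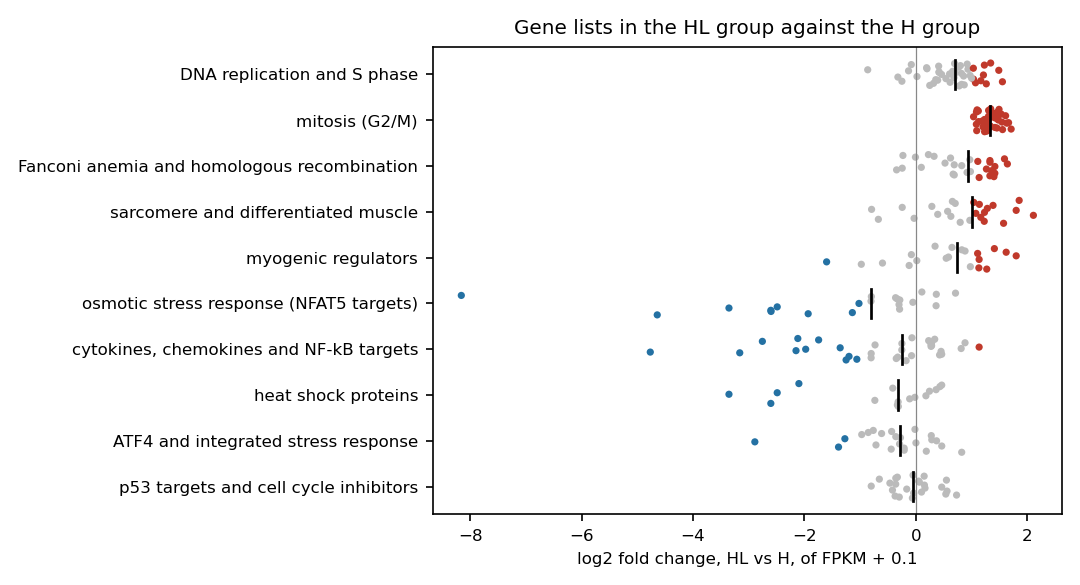
Log2 fold changes between the HL and H groups, on log2(FPKM + 0.1), of the tested members of 10 gene lists, 1 point per gene (red, called higher in HL; blue, called lower; grey, not called; black line, median of the list). The sarcomere list has a median of 1.00 and the p53 list a median of -0.04.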

**Fig. 3:**
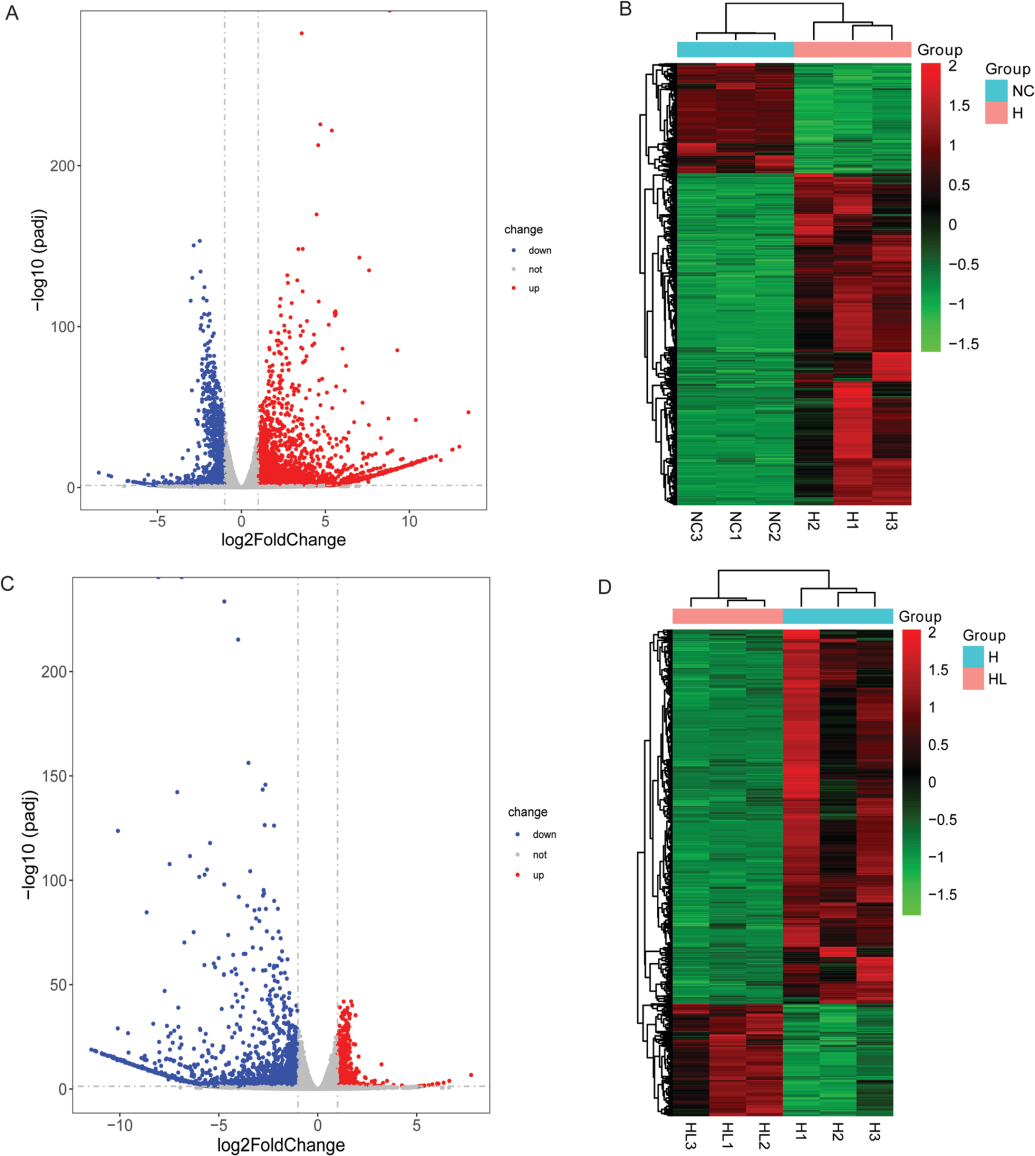
Volcano maps and heat maps of DE-mRNAs in H_VS_NC and HL_VS_H groups. **A**: The volcano map of DE-mRNAs in H_VS_NC; **B**: The heat map of DE-mRNAs in H_VS_NC; **C**: The volcano map of DE-mRNAs in HL_VS_H groups; **D**: The heat map of DE-mRNAs in and HL_VS_H groups

**Table 1:** The top 10 up/down-regulated DE-mRNAs in H_VS_NC group

Gene ID	Gene name	Log2FoldChange	*P*-value	Padj	Up/Down
ENSMUSG00000033491.14	Prss35	8.830534581	0	0	Up
ENSMUSG00000092274.4	Neat1	3.590148425	4.63E-287	5.94E-283	Up
ENSMUSG00000001642.19	Akr1b3	4.70198225	2.64E-230	2.25E-226	Up
ENSMUSG00000033327.19	Tnxb	5.386901067	2.33E-226	1.49E-222	Up
ENSMUSG00000026576.13	Atp1b1	4.573804946	3.80E-217	1.95E-213	Up
ENSMUSG00000003545.4	Fosb	4.474193915	4.82E-174	2.06E-170	Up
ENSMUSG00000021792.16	Prxl2a	3.652565139	1.91E-152	5.43E-149	Up
ENSMUSG00000079092.5	Prl2c2	3.391691834	2.67E-152	6.84E-149	Up
ENSMUSG00000055030.2	Sprr2e	7.02260079	6.40E-147	1.49E-143	Up
ENSMUSG00000024621.17	Csf1r	7.601041537	5.76E-139	1.23E-135	Up
ENSMUSG00000020649.12	Rrm2	-2.478556339	1.59E-157	5.82E-154	Down
ENSMUSG00000017499.16	Cdc6	-2.8416497	1.16E-154	3.73E-151	Down
ENSMUSG00000042489.16	Clspn	-2.429980495	3.13E-138	6.17E-135	Down
ENSMUSG00000040204.7	Pclaf	-2.923852259	3.22E-134	5.51E-131	Down
ENSMUSG00000005470.9	Asf1b	-2.198047032	2.36E-128	3.36E-125	Down
ENSMUSG00000028212.17	Ccne2	-2.265144939	1.90E-121	2.43E-118	Down
ENSMUSG00000025574.14	Tk1	-2.068384212	6.31E-120	7.35E-117	Down
ENSMUSG00000001506.11	Col1a1	-3.0212234	7.81E-120	8.71E-117	Down
ENSMUSG00000025001.12	Hells	-1.905389448	1.02E-111	9.05E-109	Down
ENSMUSG00000006678.7	Pola1	-2.219044626	2.21E-111	1.83E-108	Down

**Table 2:** The top 10 up/down-regulated DE-mRNAs in HL_VS_H group

Gene ID	Gene name	log2FoldChange	*P*-value	Padj	Up/Down
ENSMUSG00000022055.8	Nefl	1.688518748	4.56E-45	1.20E-42	Up
ENSMUSG00000001403.14	Ube2c	1.306762846	4.78E-45	1.24E-42	Up
ENSMUSG00000031636.8	Pdlim3	1.740105471	3.39E-43	8.36E-41	Up
ENSMUSG00000023885.10	Thbs2	1.124304594	3.29E-42	7.66E-40	Up
ENSMUSG00000042489.16	Clspn	1.50423827	6.24E-42	1.41E-39	Up
ENSMUSG00000028312.20	Smc2	1.359881852	1.21E-40	2.61E-38	Up
ENSMUSG00000023940.15	Sgo1	1.454202068	2.16E-40	4.55E-38	Up
ENSMUSG00000030867.8	Plk1	1.491444418	6.83E-40	1.40E-37	Up
ENSMUSG00000024590.9	Lmnb1	1.255394169	1.64E-39	3.34E-37	Up
ENSMUSG00000027379.15	Bub1	1.637705726	6.25E-39	1.26E-36	Up
ENSMUSG00000024621.17	Csf1r	-8.053828486	0	0	Down
ENSMUSG00000033491.14	Prss35	-6.874363867	0	0	Down
ENSMUSG00000001642.19	Akr1b3	-4.720005886	3.29E-238	2.68E-234	Down
ENSMUSG00000079092.5	Prl2c2	-4.021360324	8.11E-220	4.95E-216	Down
ENSMUSG00000056457.7	Prl2c3	-3.500826014	1.17E-160	5.72E-157	Down
ENSMUSG00000014813.10	Stc1	-2.643660893	4.15E-150	1.69E-146	Down
ENSMUSG00000032487.9	Ptgs2	-2.780505259	1.07E-147	3.73E-144	Down
ENSMUSG00000055030.2	Sprr2e	-7.09677126	1.97E-146	6.03E-143	Down
ENSMUSG00000005413.9	Hmox1	-2.679551674	1.47E-130	3.98E-127	Down
ENSMUSG00000056220.15	Pla2g4a	-2.207138065	2.75E-130	6.71E-127	Down

### Functional analysis of the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group

The up-regulated DE-mRNAs in the H_VS_NC group and the down-regulated DE-mRNAs in the HL_VS_H group were intersected. 

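Genes that rose in the H group and fell again in the HL group include targets of the osmotic stress response, and genes raised in H returned to different degrees. Rab15, a small GTPase of membrane traffic, rose from 0.180 ± 0.156 FPKM in the NC group to 108 ± 32.2 in the H group and fell to 1.33 ± 0.152 in the HL group (SD, n = 3 each; log2 fold changes 8.68 and -6.20, adjusted p = 1.82e-07 and 3.17e-06). Fxyd2, a small membrane protein of the FXYD family, was listed at 0 in every NC library, at 28.4 to 48.9 FPKM in the H libraries and at 0 to 0.127 in the HL libraries. Of the 21 NFAT5 targets, 9 fell in the HL group against the H group and none rose, also when adjusted over the list alone (camera adjusted p = 2.7e-06, adjusted p = 0.172 with an estimated correlation). Slc6a12 fell to 0.249 ± 0.340 FPKM (log2 fold change -8.16, standard error 0.59, adjusted p = 1.15e-05), and Cryab to 286 ± 27.2 (log2 fold change -2.60, adjusted p = 7.86e-06). Other genes kept most of their rise, such as Malat1, a nuclear long non-coding RNA, at 157 ± 49.8, 452 ± 101 and 428 ± 94.6 FPKM in the NC, H and HL groups, and Trp53inp1, a p53 target of stress responses, at 8.95 ± 0.382, 33.1 ± 7.75 and 36.1 ± 1.09 FPKM. Of the genes called up-regulated in H against NC, 630 (44.9%) were also called down-regulated in HL against H, and these make up 79.0% of the down-regulated calls. In the HL group against the NC group, 498 of the genes raised in the H group were still called up-regulated, 84 of the 630 among them, and 10 of the 630 were called lower than in NC. The median gene called up in H had returned 0.575 of its log2 change in the HL group (SD 0.005 over the 3 HL libraries, 0.545 to 0.603 without 1 library). That SD leaves out the spread of the H libraries. In the 630, the NFAT5 targets were enriched, with 9 of 21 members (one-sided Fisher's exact test over the tested genes, adjusted p = 2.69e-06). Independent lists of these sizes would share 81.7 genes. Both comparisons use the same H libraries; in 100 simulated draws of unchanged groups the overlap was 0, a count that holds no effects and does not show how many of the 630 the shared libraries bring. Across genes, which are not independent replicates, the fold changes of the 2 comparisons correlated at -0.748 (-0.500 in the simulation) with a covariance of -0.684 (-0.039 in the simulation), and 73.1% had opposite signs (66.6% in the simulation). The H libraries are too few to be split into groups of at least 2, so part of the overlap may come from the shared H libraries. Without the filter on low values the overlap was 1264, with a filter on a mean FPKM of 5 it was 199, and at an adjusted p alone 2008. 

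**Figure D3:**
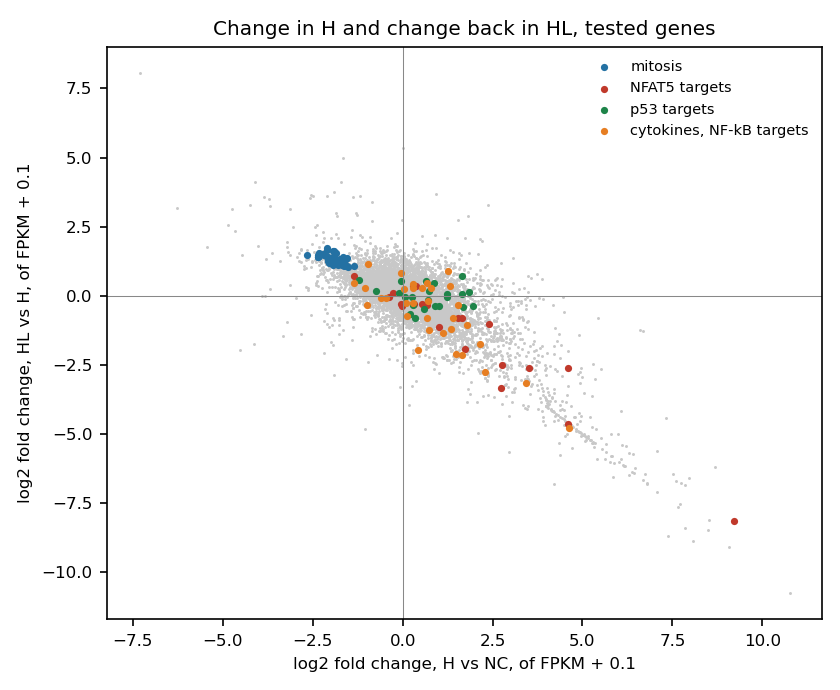
Log2 fold change of HL against H (vertical axis) plotted against that of H against NC (horizontal axis), both on log2(FPKM + 0.1), for all 13674 tested genes (grey) and the genes of 4 lists (mitosis, NFAT5 targets, p53 targets and cytokines, colored). Mitosis genes lie at negative values on the horizontal axis and positive values on the vertical axis, with medians of -1.91 and 1.33.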

A total of 1549 common DE-mRNAs were obtained (Fig. 4A). Subsequently, GO and KEGG analyses of 1549 common DE-mRNAs were performed. 

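Part of the genes of cytokine signaling rose in the H group, and part fell in the HL group. Of 33 tested cytokines, chemokines and NF-kB targets, 13 rose and 2 fell in H against NC, with the same counts when adjusted over the list alone (camera adjusted p = 6.71e-05, adjusted p = 0.107 with an estimated correlation). In HL against H, 11 fell and 1 rose, again the same over the list alone (camera adjusted p = 0.00227, adjusted p = 0.17 with an estimated correlation). Cxcl3, a chemokine that attracts neutrophils, was at 0.402 ± 0.0368 FPKM in NC, 12.7 ± 4.18 in H and 0.357 ± 0.0427 in HL (SD, n = 3 each; log2 fold changes 4.63 and -4.77, adjusted p = 6.16e-07 and 2.33e-06). Ereg, the growth factor epiregulin, was at 26.9 ± 1.03, 84.7 ± 11.6 and 18.9 ± 0.569 FPKM (log2 fold changes 1.64 and -2.15, adjusted p = 7.48e-07 and 8.23e-07). This list holds 9 of the genes that rose in H and fell in HL (one-sided Fisher's exact test, adjusted p = 0.000107), some of which the study picked from these libraries. Of 26 genes of GLP-1 receptor and cAMP signaling, 3 rose and 2 fell in H against NC, and 1 rose and 2 fell in HL against H, the same over the list alone. Neither test passed (camera adjusted p = 0.938 and 0.556; in H against NC the median log2 fold change was -0.07 and the mean 0.05), and 2 of them rose in H and fell in HL (Fisher's exact adjusted p = 1). Crem, a transcription factor of the cAMP response, was at 26.3 ± 1.61, 63.0 ± 8.68 and 19.2 ± 0.311 FPKM (log2 fold changes 1.25 and -1.70), and Creb3l1, a transcription factor of the endoplasmic reticulum, fell from 39.8 ± 1.27 to 14.9 ± 2.31 FPKM in H. Ppargc1a, a coactivator of mitochondrial genes, rose from 0.197 ± 0.0190 to 3.36 ± 1.11 FPKM in H (log2 fold change 3.48, adjusted p = 4.96e-06) and was at 1.65 ± 0.132 in HL. Of 21 genes of metal and mineral absorption, 6 rose in H against NC and 6 fell in HL against H with none moving the other way, also over the list alone (camera adjusted p = 0.0102 and 0.00258, adjusted p = 0.166 and 0.17 with an estimated correlation). Atp1b1 was at 3.45 ± 0.393, 86.6 ± 21.1 and 14.0 ± 0.527 FPKM in NC, H and HL. Of this list, 4 genes rose in H and fell in HL, which did not pass (Fisher's exact adjusted p = 0.0695), although it did after rescaling to TPM (0.000645), without the filter on low values (0.000854), with a filter on a mean FPKM of 5 (0.0199), and without H replicate 2 (0.0174), H replicate 3 (0.0135) or HL replicate 3 (0.0126, range over the alternatives 0.000645 to 0.72). The study picked some members of this list from these libraries. Of 28 genes of glycolysis and glucose uptake, 3 rose and 1 fell in H against NC, the same over the list alone (camera adjusted p = 0.551), among them Pdk4, a kinase that inhibits pyruvate dehydrogenase, at 3.65 ± 0.136, 24.3 ± 2.61 and 9.47 ± 0.559 FPKM. Pdk4 was the 1 member that fell in HL against H (camera adjusted p = 0.277). Of 7 targets of the glucose sensors MondoA and ChREBP, 1 rose in H, Txnip, a regulator of glucose uptake (log2 fold change 1.31, adjusted p = 0.0202, and 0.0527, 0.056, 0.0715 and 0.0576 without NC replicate 2, NC replicate 3, H replicate 2 and H replicate 3, range over the alternatives 9.5e-07 to 0.0715, the lowest without H replicate 1). None was called in HL against H, with 1 higher and 2 lower at an adjusted p alone, although without H replicate 1 Txnip was, with a log2 fold change of -1.07. The list passed neither test (camera adjusted p = 0.414 and 0.793), and in HL against H its median log2 fold change was -0.16 and its mean 0.01.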

KEGG enrichment analysis showed that the common DE-mRNAs were significantly enriched in multiple signaling pathways such as metabolic pathways, cytokine-cytokine receptor interaction, cAMP signaling pathway, protein digestion and absorption and mineral absorption (Fig. 4B). 

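The genes that rose in the H group and fell in the HL group include genes of the early embryo and of cornifying skin. Of 20 tested genes of the 2-cell embryo, 19 rose in H against NC and 19 fell in HL against H, with none moving the other way and the same counts when adjusted over the list alone (camera adjusted p = 1.86e-09 and 3.63e-13, adjusted p = 0.139 and 0.17 with an estimated correlation). Of the 20, 18 passed the filter by their H values alone, so the filter favors members that rose; of the 31 members found, 25 rose and 25 fell again without the filter, which tests 29 of them. Zscan4f, a zinc finger protein of the 2-cell stage, was at 0.0304 ± 0.0304 FPKM in NC, 7.00 ± 1.39 in H and 0.00982 ± 0.0170 in HL (SD, n = 3 each; log2 fold changes 5.77 and -6.01, adjusted p = 1.56e-06 and 4.57e-06). Tcstv1, another gene of that stage, was listed at 0 in every HL library and at 3.99 to 9.15 FPKM in the H libraries. Tdpoz3, Tdpoz4 and Tdpoz5, which code for relatives of the substrate adaptor SPOP of ubiquitin ligases and were singled out after their values were seen, were listed at 0 in the NC group and at a mean of 3.88, 2.06 and 1.72 FPKM in the H group. Many of these genes belong to families of near-identical copies that may share reads, so the value of a single copy is uncertain. In all, 19 of the 20 rose in H and fell in HL (one-sided Fisher's exact test, adjusted p = 2.02e-23). Of 13 genes of keratinization and the cornified envelope, 8 rose in H against NC and 10 fell in HL against H, none moving the other way and the same over the list alone (camera adjusted p = 0.000112 and 4.12e-05, adjusted p = 0.128 and 0.17 with an estimated correlation). Of its tested members, 4 passed the filter by their H values alone, and without the filter 14 of 38 rose and 14 fell. Sprr1a, a cross-linked protein of the cornified envelope, was at 1.74 ± 0.335, 60.0 ± 25.9 and 9.25 ± 1.75 FPKM in NC, H and HL (log2 fold changes 4.95 and -2.60, adjusted p = 1.32e-06 and 0.000138). The list holds 7 genes that rose and fell again (Fisher's exact adjusted p = 6.51e-06). Of 16 heat shock proteins, 4 rose and 2 fell in H against NC, and 4 fell in HL against H with none rising, the same over the list alone. The list did not pass in H against NC (camera adjusted p = 0.145, and 0.0237 without H replicate 2, range over the alternatives 0.0237 to 0.816) and passed in HL against H (camera adjusted p = 0.0341, adjusted p = 0.642 with an estimated correlation, 0.0617 without H replicate 1 and 0.0549 without H replicate 3, range over the alternatives 0.00463 to 0.642). Hspa1b, the inducible chaperone HSP70, was at 25.8 ± 0.716, 176 ± 47.0 and 16.7 ± 1.59 FPKM (log2 fold changes 2.73 and -3.35), and Hsph1, a partner of HSP70, at 77.2 ± 4.99, 272 ± 55.1 and 62.7 ± 1.11 (log2 fold changes 1.80 and -2.10). Hspa1b has a near-identical copy that may share its reads. Of these proteins, 4 rose and fell again (Fisher's exact adjusted p = 0.0295). Of 15 genes of arachidonic acid metabolism, 7 rose and 2 fell in H against NC, and 2 rose and 6 fell in HL against H, the same over the list alone, and neither list test passed (camera adjusted p = 0.0615 and 0.056). Pla2g4a, the phospholipase that frees arachidonic acid from membranes, was at 23.6 ± 0.552, 55.7 ± 3.24 and 11.0 ± 0.608 FPKM (log2 fold changes 1.23 and -2.33, adjusted p = 6.86e-07 and 1.93e-07). Of these genes, 5 rose and fell again (Fisher's exact adjusted p = 0.00284), and the study picked Ptgs2, Pla2g4a and Sprr2e, members of this list and of the keratinization list, from these libraries.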

GO enrichment analysis also showed that common DE-mRNAs were significantly enriched in a variety of biological processes, such as positive regulation of cell proliferation, cytoplasm and protein binding, bridging involved in substrate recognition for ubiquitination (Fig. 4C-E).

**Fig. 4:**
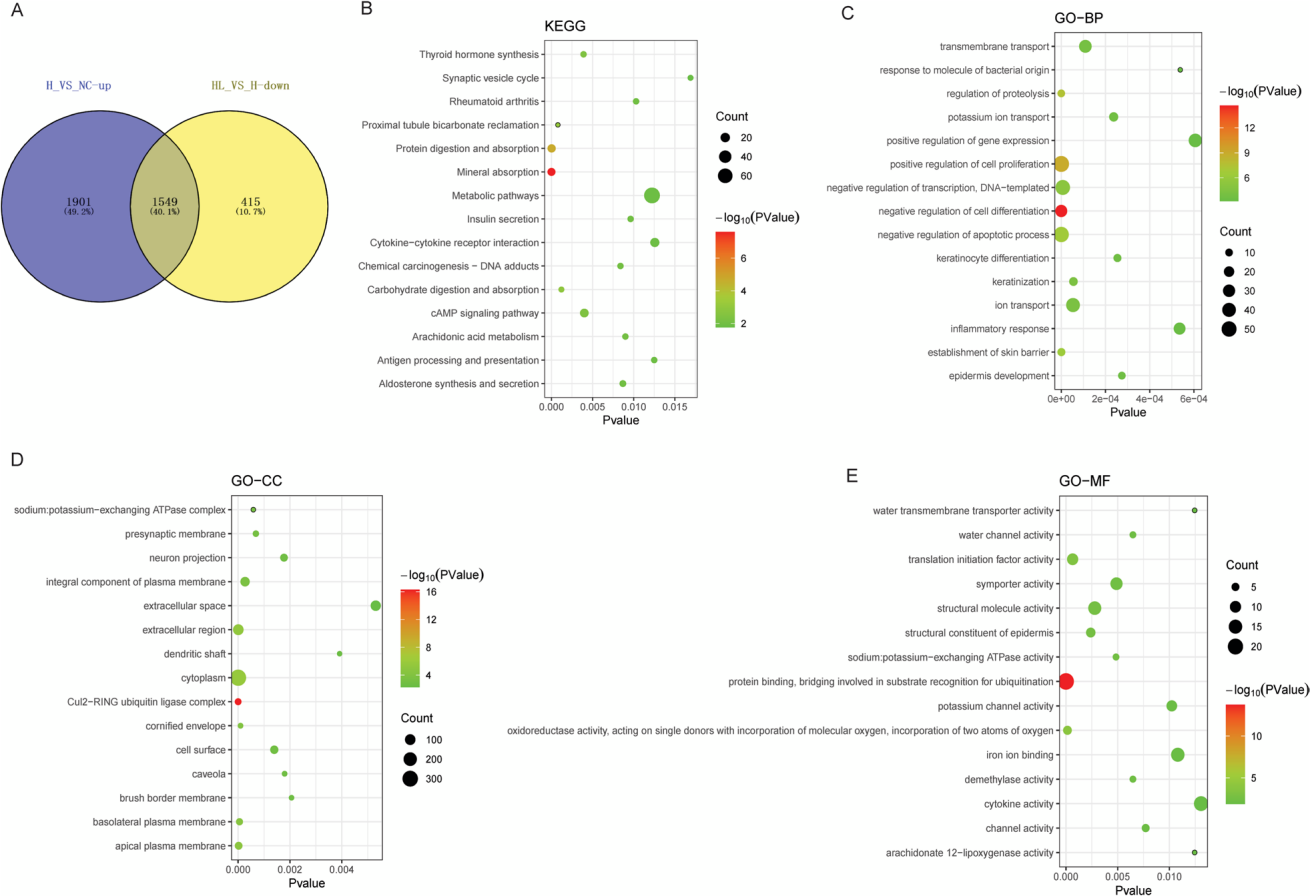
Functional annotation of the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group. **A**: Venn diagram of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group; **B**: Top 15 significantly enriched KEGG terms of the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group; **C**: Top 15 significantly enriched GO:BP terms of the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group; **D**: Top 15 significantly enriched GO:CC terms of the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group; **E**: Top 15 significantly enriched GO:MF terms of the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group

### Identification of multicentric DE-mRNAs base on the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group

A PPI network was constructed base on the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group. The PPI network includes 321 interaction pairs. The highest interaction score was ATPase, Na + /K + transporting, alpha 1 polypeptide (Atp1a1)-ATPase, Na + /K + transporting, beta 1 polypeptide (Atp1b1), and the interaction score was 0.999 (Fig. 5A). Subsequently, MNC, degree, EPC and closeness algorithms were used to screen multicentric DE-mRNAs based on PPI networks. After the top 10 DE-mRNAs of each algorithm were intersected, a total of 7 multicentric DE-mRNAs were screened out, namely C–C motif chemokine ligand 2 (Ccl2), integrin alpha X (Itgax), toll-like receptor 2 (Tlr2), CD14 antigen (Cd14), C-X-C motif chemokine ligand 2 (Cxcl2), albumin (Alb) and prostaglandin-endoperoxide synthase 2 (Ptgs2) (Fig. 5B). 

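Of these 7 genes, 5 were expressed well enough to be tested, and each rose in the H group and fell in the HL group. Ccl2, a chemokine that attracts monocytes, was at 142 ± 4.58 FPKM in the NC group, 494 ± 103 in the H group and 234 ± 15.6 in the HL group (SD, n = 3 each). Its log2 fold change was 1.78 in H against NC (standard error 0.12, adjusted p = 2.67e-06) and -1.06 in HL against H (adjusted p = 0.000139), or -0.89 and short of the threshold without H replicate 1. Ptgs2, the inducible cyclooxygenase that makes prostaglandins, was at 81.7 ± 2.49, 401 ± 48.2 and 59.1 ± 4.92 FPKM (log2 fold changes 2.29 and -2.75, standard error 0.09, adjusted p = 1.87e-07 and 2.36e-07). Tlr2, a receptor of bacterial lipoproteins, was at 4.88 ± 0.268, 22.0 ± 3.45 and 6.45 ± 0.594 FPKM (log2 fold changes 2.14 and -1.75, standard error 0.12, adjusted p = 8.34e-07 and 8.12e-06). Cd14, a co-receptor for lipopolysaccharide, was at 27.6 ± 1.15, 70.6 ± 7.05 and 30.6 ± 1.41 FPKM (log2 fold changes 1.35 and -1.20, standard error 0.08, adjusted p = 1.03e-06 and 6.67e-06). Cxcl2, a chemokine that attracts neutrophils, was at 0.129 ± 0.177, 2.02 ± 0.704 and 0.163 ± 0.142 FPKM, with a larger error (log2 fold changes 3.43 and -3.16, standard error 0.68, adjusted p = 0.00188 and 0.00444). None of these 5 was called in the HL group against the NC group. Itgax, the integrin chain CD11c of dendritic cells and macrophages, and Alb, the plasma protein albumin, lay below the filter on low values. Both were listed at 0 in every NC and HL library. In H replicates 1, 2 and 3, Itgax was listed at 0.0700, 0 and 0.0692 FPKM, about 6.0, 0 and 6.0 reads by the depth estimate, and Alb at 0.0749, 0.148 and 0.0742 FPKM, about 3.2, 5.4 and 3.2 reads. A difference from the other groups rests on these few reads: without the filter, over 32012 genes, the difference between H and NC had an adjusted p of 0.0928 for Itgax and 0.00361 for Alb.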

The expression heat maps of these 7 multicentric DE-mRNAs in the H_VS_NC and HL_VS_H groups were shown in Fig. 5C and D.

**Fig. 5:**
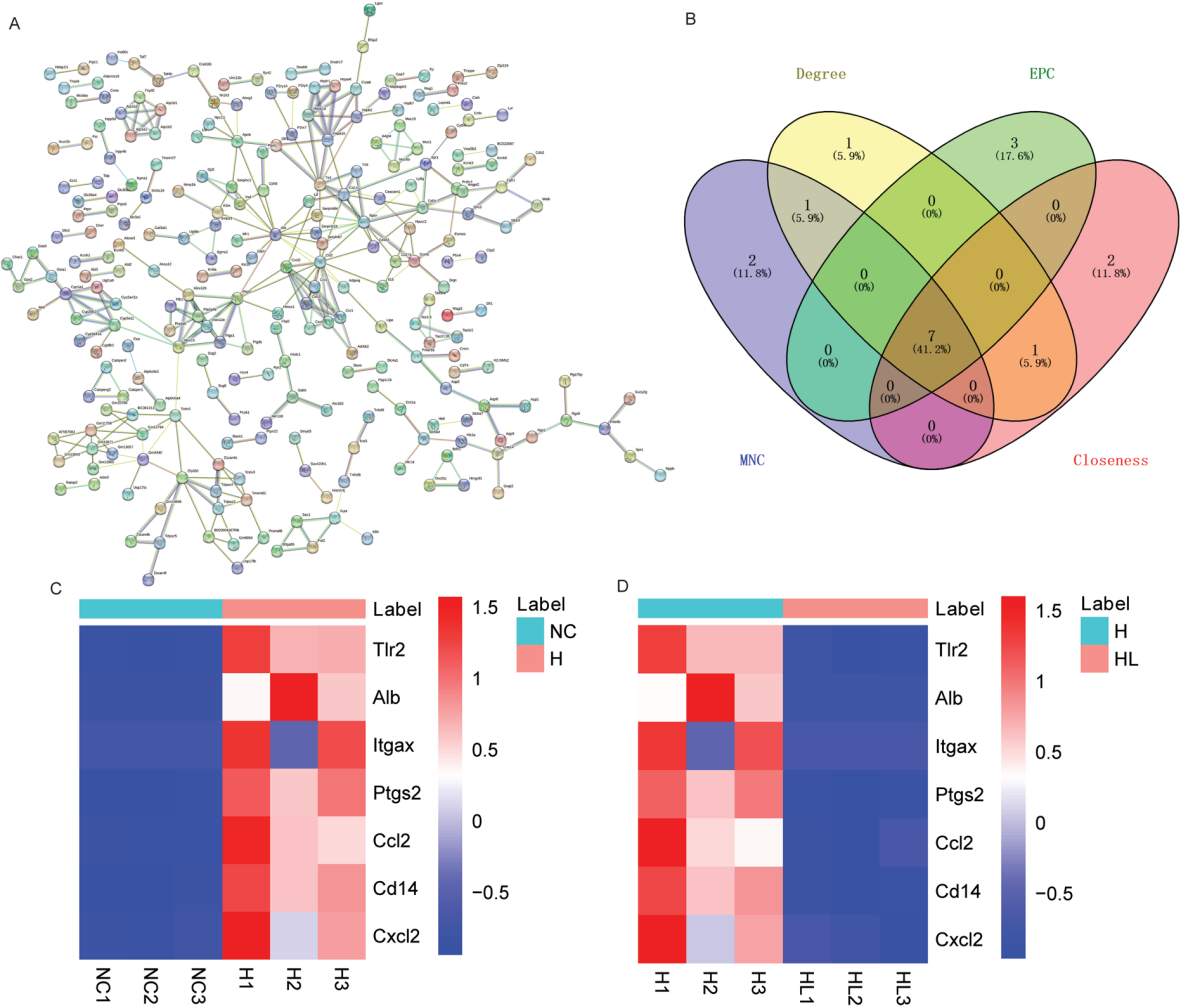
Identification of multicentric DE-mRNAs base on the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group. **A**: Construction of PPI network of the common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group; **B**: 7 multicentric DE-mRNAs were identified using degree, EPC, MNC and Closeness; **C**: Expression heat map of 7 multicentric DE-mRNAs in H_VS_NC group; **D**: Expression heat map of 7 multicentric DE-mRNAs in HL_VS_H group

### Functional analysis of the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group

The down-regulated DE-mRNAs in the H_VS_NC group and the up-regulated DE-mRNAs in the HL_VS_H group were intersected. A total of 204 common DE-mRNAs were obtained (Fig. 6A). 

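Genes that fell in the H group and rose in the HL group include genes of cell division. Zwilch, a subunit of the kinetochore complex that recruits dynein, was at 41.7 ± 3.38 FPKM in the NC group, 7.60 ± 2.88 in the H group and 26.8 ± 1.96 in the HL group (SD, n = 3 each; log2 fold changes -2.52 and 1.89, standard error 0.25, adjusted p = 2.53e-05 and 0.000299). Kif15, a kinesin of the mitotic spindle, was at 25.1 ± 2.07, 3.55 ± 0.883 and 11.1 ± 0.584 FPKM (log2 fold changes -2.81 and 1.65, adjusted p = 1.17e-06 and 6.36e-05), and was still called lower in HL than in NC (log2 fold change -1.16). Lrr1, a substrate receptor of the ubiquitin ligase that unloads replication forks, was at 14.1 ± 0.636, 1.92 ± 0.447 and 6.35 ± 1.01 FPKM (log2 fold changes -2.84 and 1.69, adjusted p = 1.19e-06 and 6.03e-05). Gm43520, a predicted gene, was listed at 0 in every H library, at 9.71 to 20.2 FPKM in the NC libraries and at 22.5 to 29.3 in the HL libraries. Of the genes called down-regulated in H against NC, 204 (26.0%) were also called up-regulated in HL against H, 42.0% of the up-regulated calls. Independent lists of these sizes would share 27.9 genes, and part of the overlap may come from the shared H libraries, which the simulated overlap of 0 in unchanged groups does not show. In HL against NC, 189 of the genes lowered in the H group were still called down-regulated, 18 of the 204 among them, and none of the 204 was called higher than in NC by limma. The median gene called down in H had returned 0.480 of its log2 change in the HL group (SD 0.010 over the 3 HL libraries, 0.466 to 0.505 without 1 library). Not every gene lowered in H returned: Tagln, an actin-binding protein of smooth muscle, was at 154 ± 4.07, 46.3 ± 16.6 and 34.9 ± 1.93 FPKM (log2 fold change -0.34 in HL against H, adjusted p = 0.225, range over the alternatives 0.00137 without H replicate 1 to 0.662 without H replicate 2). At a pseudocount of 1 the overlap was 134, and at an adjusted p alone 2466.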

Subsequently, GO and KEGG analyses of 204 common DE-mRNAs were performed. 

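Every tested gene of the mitosis list fell in the H group and rose in the HL group. Of 44 genes of mitosis and the G2/M transition, 44 fell in H against NC and 44 rose in HL against H, the same when adjusted over the list alone (camera adjusted p = 4.88e-20 and 5.34e-22, adjusted p = 0.154 and 0.17 with an estimated correlation). Mki67, a marker of dividing cells that coats mitotic chromosomes, was at 60.8 ± 1.35 FPKM in NC, 12.0 ± 2.73 in H and 32.7 ± 1.53 in HL (SD, n = 3 each; log2 fold changes -2.36 and 1.47, standard error 0.15, adjusted p = 1.48e-06 and 6.01e-05). Ndc80, which ties kinetochores to microtubules, was at 36.3 ± 1.06, 9.42 ± 1.19 and 28.8 ± 1.79 FPKM (log2 fold changes -1.94 and 1.61), and Cenpf, a kinetochore protein, at 17.8 ± 2.01, 4.16 ± 1.02 and 13.1 ± 0.676 (log2 fold changes -2.09 and 1.66). In HL against NC, 1 of the 44 was called, Spc24, another kinetochore protein (log2 fold change -1.19), with a median log2 fold change of -0.57 over the list. At an adjusted p alone, 38 of the 44 were lower in HL than in NC and none was higher. The list test of HL against NC was chosen after the other results were seen (camera adjusted p = 1.28e-09, adjusted p = 0.46 with an estimated correlation). All 44 are among the genes that fell in H and rose in HL (one-sided Fisher's exact test, adjusted p = 1.07e-81), and the study picked some of them from these libraries. Of 28 genes of the Fanconi anemia pathway and homologous recombination, 20 fell in H against NC and 12 rose in HL against H, none moving the other way and the same over the list alone (camera adjusted p = 1.29e-09 and 4.61e-06, adjusted p = 0.139 and 0.205 with an estimated correlation). Rad54l, a motor protein of recombination, was at 11.4 ± 0.380, 2.00 ± 0.240 and 6.21 ± 0.198 FPKM (log2 fold changes -2.46 and 1.59, adjusted p = 1.86e-07 and 5.56e-06). Gen1, which cuts recombination intermediates, and Fanci, a central protein of the Fanconi anemia pathway, had log2 fold changes of -2.66 and -2.09 in H and 1.64 and 1.42 in HL against H. Rad54b, another recombination motor, fell by 2.75 on the log2 scale in H, and its 0.97 in HL against H did not reach the threshold, although it did without H replicate 3 (1.06), HL replicate 1 (1.03) or HL replicate 2 (1.01). Of this list, 12 genes fell in H and rose in HL (Fisher's exact adjusted p = 3.69e-14).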

KEGG enrichment analysis showed that the common DE-mRNAs were significantly enriched in multiple signaling pathways such as cell cycle, oocyte meiosis, fanconi anemia pathway, progesterone-mediated oocyte maturation and homologous recombination (Fig. 6B). GO enrichment analysis also showed that common DE-mRNAs were significantly enriched in a variety of biological processes, such as cell cycle, nucleus, nucleotide binding and ATP binding (Fig. 6C-E).

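Genes of DNA replication were part of this group, but most of them did not return far enough to be called. Of 45 genes of DNA replication and S phase, 9 fell in the H group and rose in the HL group (one-sided Fisher's exact test, adjusted p = 1.94e-07). Uhrf1, which maintains DNA methylation behind the replication fork, was at 67.8 ± 2.32 FPKM in NC, 14.4 ± 1.62 in H and 36.6 ± 1.40 in HL (SD, n = 3 each; log2 fold changes -2.23 and 1.34, standard error 0.08, adjusted p = 1.4e-07 and 5.25e-06). Cdc6, the ATP-binding protein that loads the replicative helicase, was at 19.4 ± 0.740, 2.57 ± 0.327 and 6.29 ± 0.314 FPKM and was called in all 3 comparisons (log2 fold change -1.61 in HL against NC, adjusted p = 8.54e-06). In HL against NC, 17 of the 45 were still called lower and none higher, the same over the list alone. Among them, Asf1b, a histone chaperone, was at 69.5 ± 3.73, 14.2 ± 1.15 and 24.4 ± 2.77 FPKM, and Ccne2, a cyclin of S phase entry, at 27.1 ± 1.73, 5.95 ± 0.730 and 10.9 ± 0.942. Cenpe, a kinesin whose motor domain binds ATP, was at 28.1 ± 1.19, 7.65 ± 1.81 and 23.5 ± 2.41 FPKM (log2 fold changes -1.89 and 1.63, adjusted p = 9.77e-06 and 5.75e-05).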

**Fig. 6:**
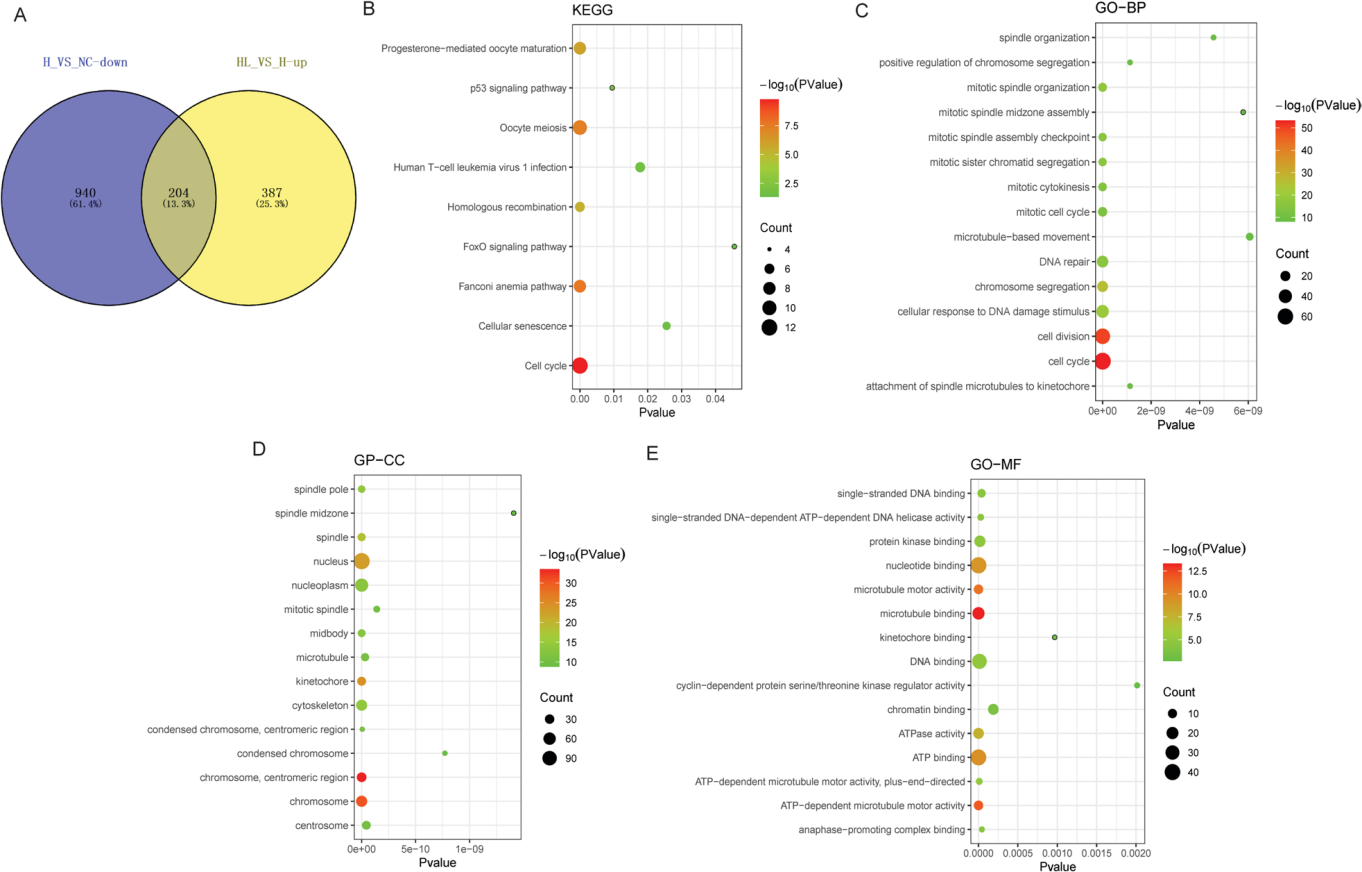
Functional annotation of the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group. **A**: Venn diagram of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group; **B**: Significantly enriched KEGG terms of the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group; **C**: Top 15 significantly enriched GO:BP terms of the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group; **D**: Top 15 significantly enriched GO:CC terms of the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group; **E**: Top 15 significantly enriched GO:MF terms of the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group

### Identification of multicentric DE-mRNAs base on the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group

A PPI network was constructed base on the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group. The PPI network includes 2769 interaction pairs. The highest interaction score was 0.999 (Fig. 7A). Subsequently, MNC, degree, EPC and closeness algorithms were used to screen multicentric DE-mRNAs based on PPI networks. After the top 10 DE-mRNAs of each algorithm were intersected, a total of 8 multicentric DE-mRNAs were screened out, namely cyclin B1 (Ccnb1), cyclin A2 (Ccna2), BUB1, mitotic checkpoint serine/threonine kinase (Bub1), aurora kinase B (Aurkb), BUB1B, mitotic checkpoint serine/threonine kinas (Bub1b), kinesin family member 11 (Kif11), cell division cycle 20 (Cdc20) and topoisomerase (DNA) II alpha (Top2a) (Fig. 7B). 

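All 8 genes act in mitosis, and in each of them every H library lay below every NC and HL library. Ccnb1 and Ccna2, the cyclins that activate CDK1 and CDK2, were at 28.3 ± 2.40 and 23.2 ± 4.87 FPKM in the H group against 89.5 ± 4.47 and 115 ± 2.28 in the NC group (SD, n = 3 each), log2 fold changes of -1.66 and -2.33 (standard errors 0.07 and 0.13, adjusted p = 2.26e-07 and 8.01e-07). In the HL group they reached 75.6 ± 2.48 and 62.8 ± 2.56 FPKM (log2 fold changes 1.42 and 1.45 against H, adjusted p = 2.25e-06 and 3.2e-05). Bub1 and Bub1b, kinases of the spindle checkpoint, fell with log2 fold changes of -2.10 and -2.03 in H and rose with 1.71 and 1.29 in HL against H, where they were at 31.3 ± 1.27 and 28.4 ± 0.803 FPKM. Aurkb, the kinase that corrects the attachment of chromosomes to the spindle, was at 51.4 ± 2.41, 13.9 ± 3.63 and 33.4 ± 2.80 FPKM in NC, H and HL (log2 fold changes -1.92 and 1.29, adjusted p = 1e-05 and 0.000233). Kif11, the motor that separates the spindle poles, had log2 fold changes of -2.19 and 1.48 (standard error 0.13, adjusted p = 1.28e-06 and 3.32e-05). Cdc20, an activator of the anaphase-promoting complex, had -1.59 and 1.32 (standard error 0.11, adjusted p = 2.44e-06 and 2.02e-05). Top2a, which untangles DNA before chromosomes separate, had -2.06 and 1.31 (standard error 0.17, adjusted p = 8.28e-06 and 0.00028). In HL against NC all 8 had negative log2 fold changes, from -0.88 (Ccna2) to -0.24 (Ccnb1), and none was called. From the genes that moved in opposite directions in the 2 comparisons, the paper builds protein interaction networks, takes their central genes, and sets these 8 and the 7 central genes of the other direction beside earlier reports on muscle and diabetes. From those reports and its own data it proposes that regulation of DE-mRNAs by liraglutide may raise the activity of myoblasts under high glucose. 

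**Figure D4:**
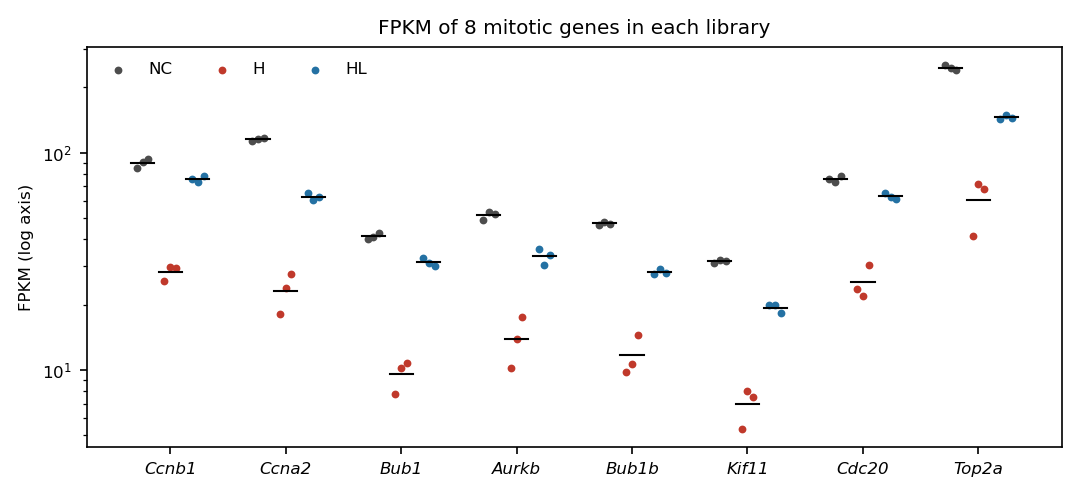
FPKM of the 8 genes in each of the 9 libraries, on a log axis (black, NC; red, H; blue, HL; 1 point per library, line at the mean of the group). For each gene the 3 H libraries lie below all NC and HL libraries; Top2a averages 246 FPKM in NC and 60.4 in H.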

The expression heat maps of these 8 multicentric DE-mRNAs in the H_VS_NC and HL_VS_H groups were shown in Fig. 7C and D.

**Fig. 7:**
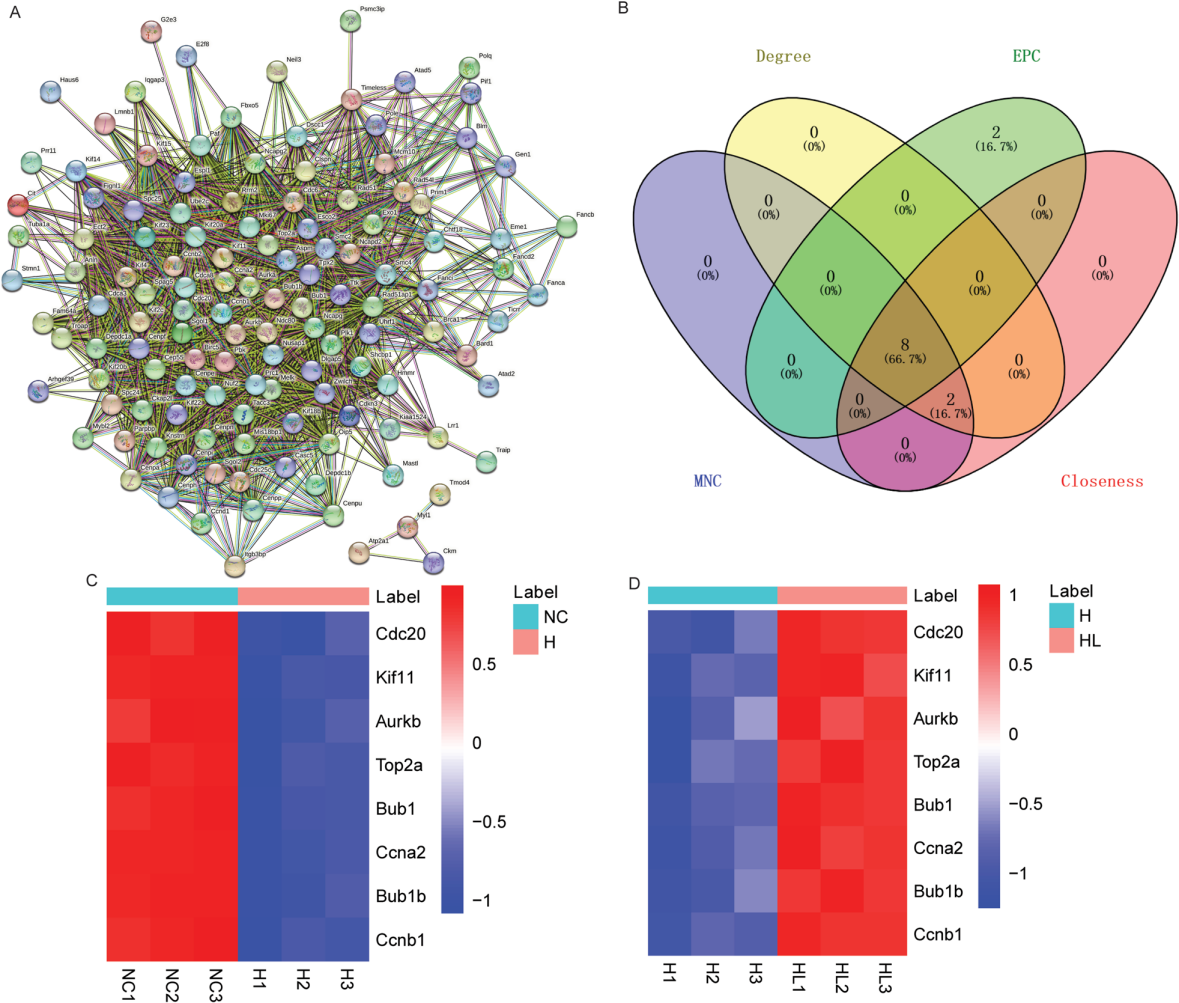
Identification of multicentric DE-mRNAs base on common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group. **A**: Construction of PPI network of the common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group; **B**: 8 multicentric DE-mRNAs were identified using degree, EPC, MNC and Closeness; **C**: Expression heat map of 8 multicentric DE-mRNAs in H_VS_NC group; **D**: Expression heat map of 8 multicentric DE-mRNAs in HL_VS_H group

### AS analysis of H_VS_NC and HL_VS_H groups

The AS difference analysis of H_VS_NC group identified 2511 significantly different AS events, including 172 A3SS (87 up-regulated and 85 down-regulated), 143 A5SS (67 up-regulated and 76 down-regulated), 122 MXE (51 up-regulated and 71 down-regulated), 1686 SE (1240 up-regulated and 446 down-regulated), 388 RI (113 up-regulated and 275 down-regulated) (Fig. 8A). Analysis of 15 multicentric DE-mRNAs showed that Top2a had A3SS type AS in the H_VS_NC group (Fig. 8B). The sashimi plot showed that the exon of Top2a in H group was shorter. The AS difference analysis of HL_VS_H group identified 2016 significantly different AS events, including 119 A3SS (53 up-regulated and 66 down-regulated), 90 A5SS (36 up-regulated and 54 down-regulated), 85 MXE (48 up-regulated and 37 down-regulated), 1503 SE (270 up-regulated and 1233 down-regulated), 219 RI (102 up-regulated and 117 down-regulated) (Fig. 8C). Analysis of 15 multicentric DE-mRNAs showed that Top2a had A3SS type AS in the HL_VS_H group (Fig. 8D). The sashimi plot showed that the exon of Top2a in HL group was longer. These results suggest that Top2a has significant AS event between normal-disease-treatment.

**Fig. 8:**
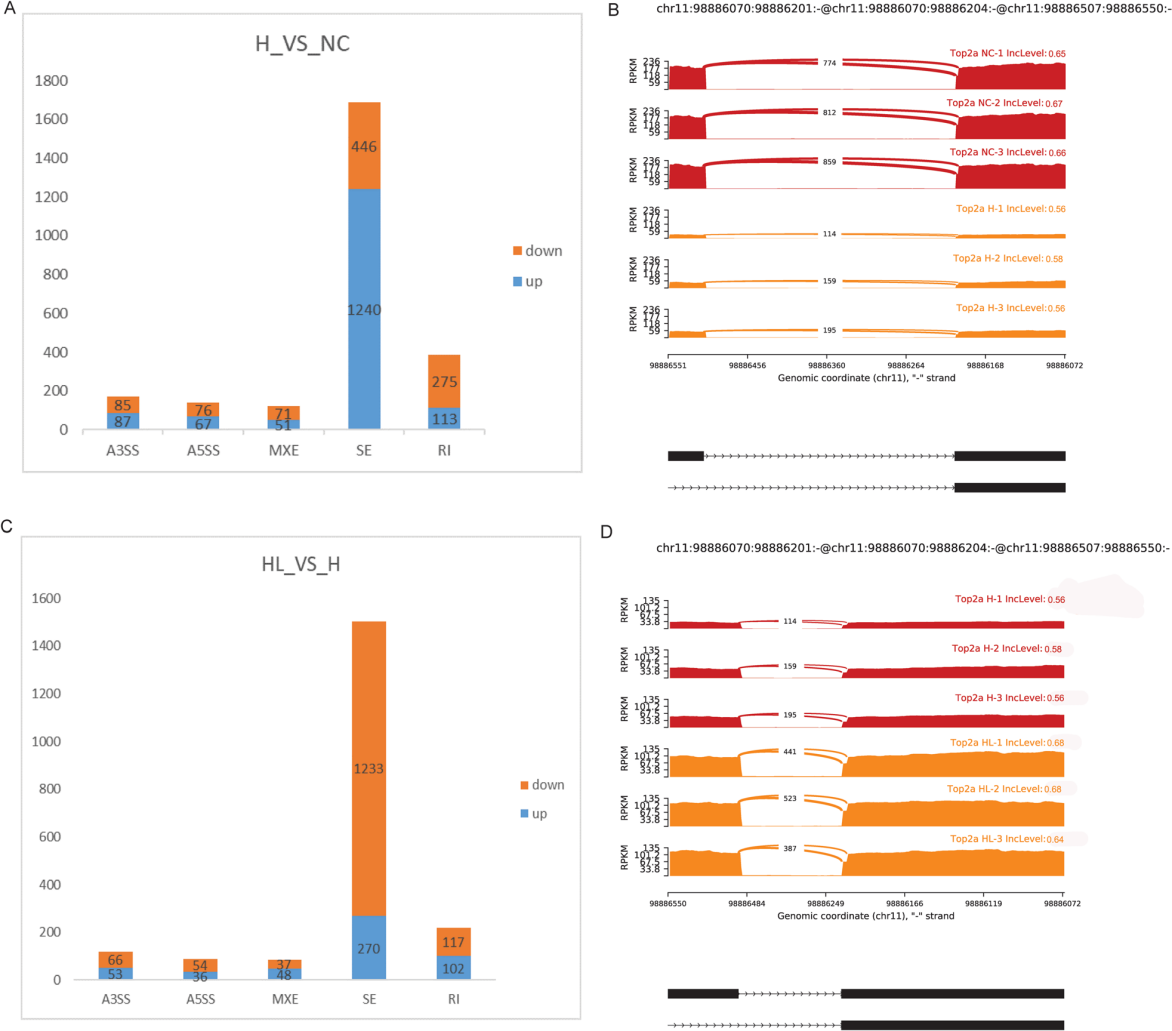
AS difference analysis of H_VS_NC and HL_VS_H groups. **A**: Histogram of AS events with significant differences in the H_VS_NC group; **B**: The detailed sashimi plot for Top2a. Red represents the NC group, and orange represents the H group. **C**: Histogram of AS events with significant differences in the HL_VS_H group; **D**: The detailed sashimi plot for Top2a. Red represents the H group, and orange represents the HL group

### Expression validation of Ccl2, Kif11, Cdc20 and Top2a by real-time PCR

Ccl2, Kif11, Cdc20 and Top2a were randomly selected from the multicentric DE-mRNAs for real-time PCR validation. All primers for real-time PCR validation are shown in Table S1. Compared with the NC group, the expression level of Ccl2 in group H was increased, while the expression levels of Kif11, Cdc20 and Top2a were decreased (Fig. S1). Compared with the H group, the expression level of Ccl2 in group HL was decreased, while the expression levels of Kif11, Cdc20 and Top2a were increased (Fig. S1). 

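In the sequenced libraries, Ccl2, Kif11, Cdc20 and Top2a separated the groups without overlap between the H libraries and the others. Ccl2 lay at 138 to 147 FPKM in the NC libraries, 426 to 613 in the H libraries and 221 to 252 in the HL libraries. Kif11 lay at 31.1 to 32.1, 5.34 to 7.97 and 18.2 to 19.8 FPKM in the same order. Cdc20 lay at 73.0 to 78.0, 21.9 to 30.5 and 61.2 to 65.0 FPKM, and Top2a at 239.9 to 253, 41.5 to 71.7 and 143 to 149. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1. Gapdh, the glycolytic enzyme used as internal reference of the real-time PCR and chosen here after its values were seen, was at 2591 ± 37.4, 2239 ± 209 and 2063 ± 134 FPKM (SD, n = 3 each).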

The real-time PCR results were consistent with the above sequencing results.

## Discussion

In this study, effects of liraglutide on myoblasts stimulated by high glucose were investigated. MTT results showed that liraglutide could alleviate the decrease in C2C12 myoblasts viability caused by high glucose. AMPK can detect intracellular energy levels and is responsible for regulating the cell's energy supply system to maintain cell metabolism. It has specific regulation of various aspects of mitochondrial biology and homeostasis [16]. Western blot results showed that AMPKα expression levels were significantly decreased in the high glucose group. In addition, compared with the high glucose group, the expression level of AMPKα in the liraglutide + high glucose group was significantly increased. This result implies that liraglutide can improve the metabolism and mitochondrial activity of C2C12 myoblasts in high glucose environments. MAFbx and MuRF1 are considered to be key regulators of muscle protein degradation [14, 15]. MAFbx and MuRF1 also play important regulatory roles in skeletal muscle atrophy and muscle injury [20]. Moreover, a study showed that liraglutide can alleviate low muscle mass by inhibiting the expression of MAFbx and MuRF1 in patients with diabetic muscle atrophy [21]. Western blot results showed that high glucose promoted the expression of MAFbx and MuRF1 in C2C12 myoblasts, and liraglutide could inhibit this phenomenon. 3-MH is a byproduct of actin and myosin degradation [18], and is also a biological indicator of muscle failure and skeletal muscle toxicity [22, 23]. ELISA results showed that high glucose promoted the expression of 3-MH in C2C12 myoblasts, and liraglutide could inhibit this phenomenon. These results suggest that liraglutide may improve skeletal muscle degradation in high glucose environments.

To further explore the molecular mechanism of liraglutide affecting C2C12 myoblasts stimulated by high glucose, high-throughput transcriptome analyses was performed on the NC, H, and HL groups. Compared with the NC group, 4594 DE-mRNAs were identified in H group. Compared with the H group, 2555 DE-mRNAs were identified in HL group. A total of 15 multicentric DE-mRNAs (Ccl2, Itgax, Tlr2, Cd14, Cxcl2, Alb, Ptgs2, Ccnb1, Ccna2, Bub1, Aurkb, Bub1b, Kif11, Cdc20 and Top2a) were identified based on the Cytoscape-CytoHubba plug-in. In this study, Ccl2, Itgax, Tlr2, Cd14, Cxcl2, Alb and Ptgs2 were common DE-mRNAs of up-regulated DE-mRNAs in H_VS_NC group and down-regulated DE-mRNAs in HL_VS_H group. Ccl2 is required for the proliferation of macrophages in skeletal muscle, and early infiltration of inflammatory macrophages may be associated with early muscle insulin signaling deficiencies [24]. ITGAX, also known as CD11C, is highly expressed in muscle of type 2 diabetes patients [25]. A study has shown that high glucose induction increases TLR2 expression in vascular smooth muscle cells [26]. Moreover, Tlr2 deficiency can reduce skeletal muscle atrophy in mice [27]. Short-term high-fat high-calorie diet increases the expression of CD14 in skeletal muscle of healthy men accompanied by reduced markers of insulin signalling and development of insulin resistance [28]. CXCL2 may be involved in myoblasts proliferation [29]. Logistic regression analysis showed that ALB was correlated with non-traumatic osteoporotic vertebral compression fractures [30]. ALB may also affect the skeletal muscle mass [31]. Ptgs2, also known as COX2, can participate in regulating the proliferation of myoblasts [32, 33]. Herein, Ccnb1, Ccna2, Bub1, Aurkb, Bub1b, Kif11, Cdc20 and Top2a were common DE-mRNAs of down-regulated DE-mRNAs in H_VS_NC group and up-regulated DE-mRNAs in HL_VS_H group. Ccnb1 and CCNA2 are cyclins, which are involved in regulating the proliferation of myoblasts [34, 35]. A previous study suggested that BUB1 may be regulated by miR-30a-3p to play a role in myoblasts development [36]. Bub1b, also known as BUBR1, encodes a mitotic regulatory factor, and mice carrying monoallelic BubR1 mutations are prone to sarcopenia correlating with mTORC1 hyperactivity [37]. Amabile G et al. have found that Aurkb activity is necessary to maintain the differentiation state of mouse myoblasts [38]. KIF11 mediates mitosis and is involved in cell proliferation, and is also associated with bone metastasis in prostate cancer patients [39]. CDC20 is a cell cycle regulator that has been implicated in myoblasts division and muscle repair [40, 41]. Top2a is a ribozyme that regulates and modifies the topological state of DNA during transcription. TOP2A inhibition can damage mitochondrial function and affect embryonic development [42]. In addition, TOP2A is also involved in the regulation of the muscle system [43]. The above studies suggest that 15 multicentric DE-mRNAs may be involved in influencing myoblasts proliferation and skeletal muscle quality. In combination with this study, it is implied that liraglutide may improve myoblasts activity in high glucose environments by regulating the expression of DE-mRNAs.

Functional enrichment analysis revealed that the common DE-mRNAs were significantly enriched in multiple signaling pathways such as metabolic pathways, cytokine-cytokine receptor interaction, cAMP signaling pathway and cell cycle. Metabolic pathways influence myoblasts state and skeletal muscle remodeling, which are necessary for the growth and development of organisms [44, 45]. Cytokine-cytokine receptor interaction may be involved in regulating myoblasts proliferation and differentiation [46, 47]. The cAMP signaling pathway is essential for the terminal differentiation of myoblasts [48]. The cAMP signaling pathway is also involved in the myogenic differentiation of C2C12 cell [49]. Hyperglycemia can induce cell cycle arrest of myoblasts [50]. The proliferation and differentiation of myoblasts is a necessary condition for skeletal muscle regeneration, while cell cycle arrest inhibits myoblasts proliferation [51]. Therefore, it is speculated that the effect of liraglutide on myoblasts in high glucose environments involves a variety of signaling pathways, which is worthy of further study. In addition, a large number of differentially AS events were found in the H_VS_NC and HL_VS_H groups. The AS is the main mechanism controlling gene expression and protein diversity in higher eukaryotes. Previous studies have shown that AS of genes can regulate myoblasts fusion and differentiation [52, 53]. In this study, analysis of 15 multicentre DE-mRNA showed that Top2a had A3SS type AS in H_VS_NC and HL_VS_H groups. These results suggest that Top2a has significant AS event between normal-disease-treatment. Meanwhile, it is further suggested that Top2a plays an important role in liraglutide alleviating the effects of high glucose environment on myoblast.

The results of MTT, western blot and ELISA implied that liraglutide could alleviate the decrease of cell viability and muscle protein degradation caused by high glucose, and improve cell metabolism and mitochondrial activity. Notably, a large number of DE-mRNAs (such as Ccl2, Itgax, Tlr2, Cd14, Cxcl2, Alb, Ptgs2, Ccnb1, Ccna2, Bub1, Aurkb, Bub1b, Kif11, Cdc20 and Top2a) and signaling pathways (such as metabolic pathways, cytokine-cytokine receptor interaction, cAMP signaling pathway and cell cycle) were identified based on high-throughput transcriptome sequencing technique. In addition, AS difference analysis also identified many significantly different AS events in different groups. The results of transcriptome sequencing data analysis suggest that the molecular mechanism of liraglutide to alleviate the effect of high glucose on myoblasts is complex and worthy of further investigation. This study provides a theoretical basis for the clinical effectiveness of liraglutide in the treatment of skeletal muscle lesions in diabetes.

However, it has to be acknowledged that this study also has certain limitations. A large amount of research is needed on the identified DE-mRNAs and signaling pathways to further demonstrate the molecular mechanism of liraglutide to alleviate the effect of high glucose on myoblasts. In addition, the efficacy of liraglutide needs to be verified clinically.

### Supplementary Information

**Additional file 1: Table S1.** All primers used for real time-PCR.** Figure S1.** Expression validation of Ccl2, Kif11, Cdc20 and Top2a by real-time PCR.

**Additional file 2.** Original blot.

## Data Availability

The dataset generated and analyzed during the current study is available in the Gene Expression Omnibus database. The link and accession number are https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254268 and GSE254268, respectively.

# Supplementary material for: Uncovering the potential molecular mechanism of liraglutide to alleviate the effects of high glucose on myoblasts based on high-throughput transcriptome sequencing technique
**Source:** BMC Genomics. 2024 Feb 8;25:159. doi: 10.1186/s12864-024-10076-w
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. All primers used for real time-PCR. Figure S1. Expression validation of Ccl2, Kif11, Cdc20 and Top2a by real-time PCR.

**Table S1 All primers used for real time-PCR**

| **Primer name** | **Primer sequence (5'to3')** |
| --- | --- |
| Mouse GAPDH-F (Internal reference) | 5-AGGCCGGTGCTGAGTATGTC-3 |
| Mouse GAPDH-R (Internal reference) | 5-TGCCTGCTTCACCACCTTCT-3 |
| CCL2-F | 5-AGCCAACTCTCACTGAAGCC-3 |
| CCL2-R | 5-TCTCCAGCCTACTCATTGGGA-3 |
| KIF11-F | 5-GGCTGGTATAATTCCACGCAC-3 |
| KIF11-R | 5-CCGGGGATCATCAAACATCTG-3 |
| CDC20-F | 5-CAGCCTGGAGACTACATATCCT-3 |
| CDC20-R | 5-CGGAGTGACTGGTCATGTTTC-3 |
| TOP2A-F | 5-AACAAAGGGACCCAAAAATGTCT-3 |
| TOP2A-R | 5-TGTGTTCAACAACAGGGATTCC-3 |

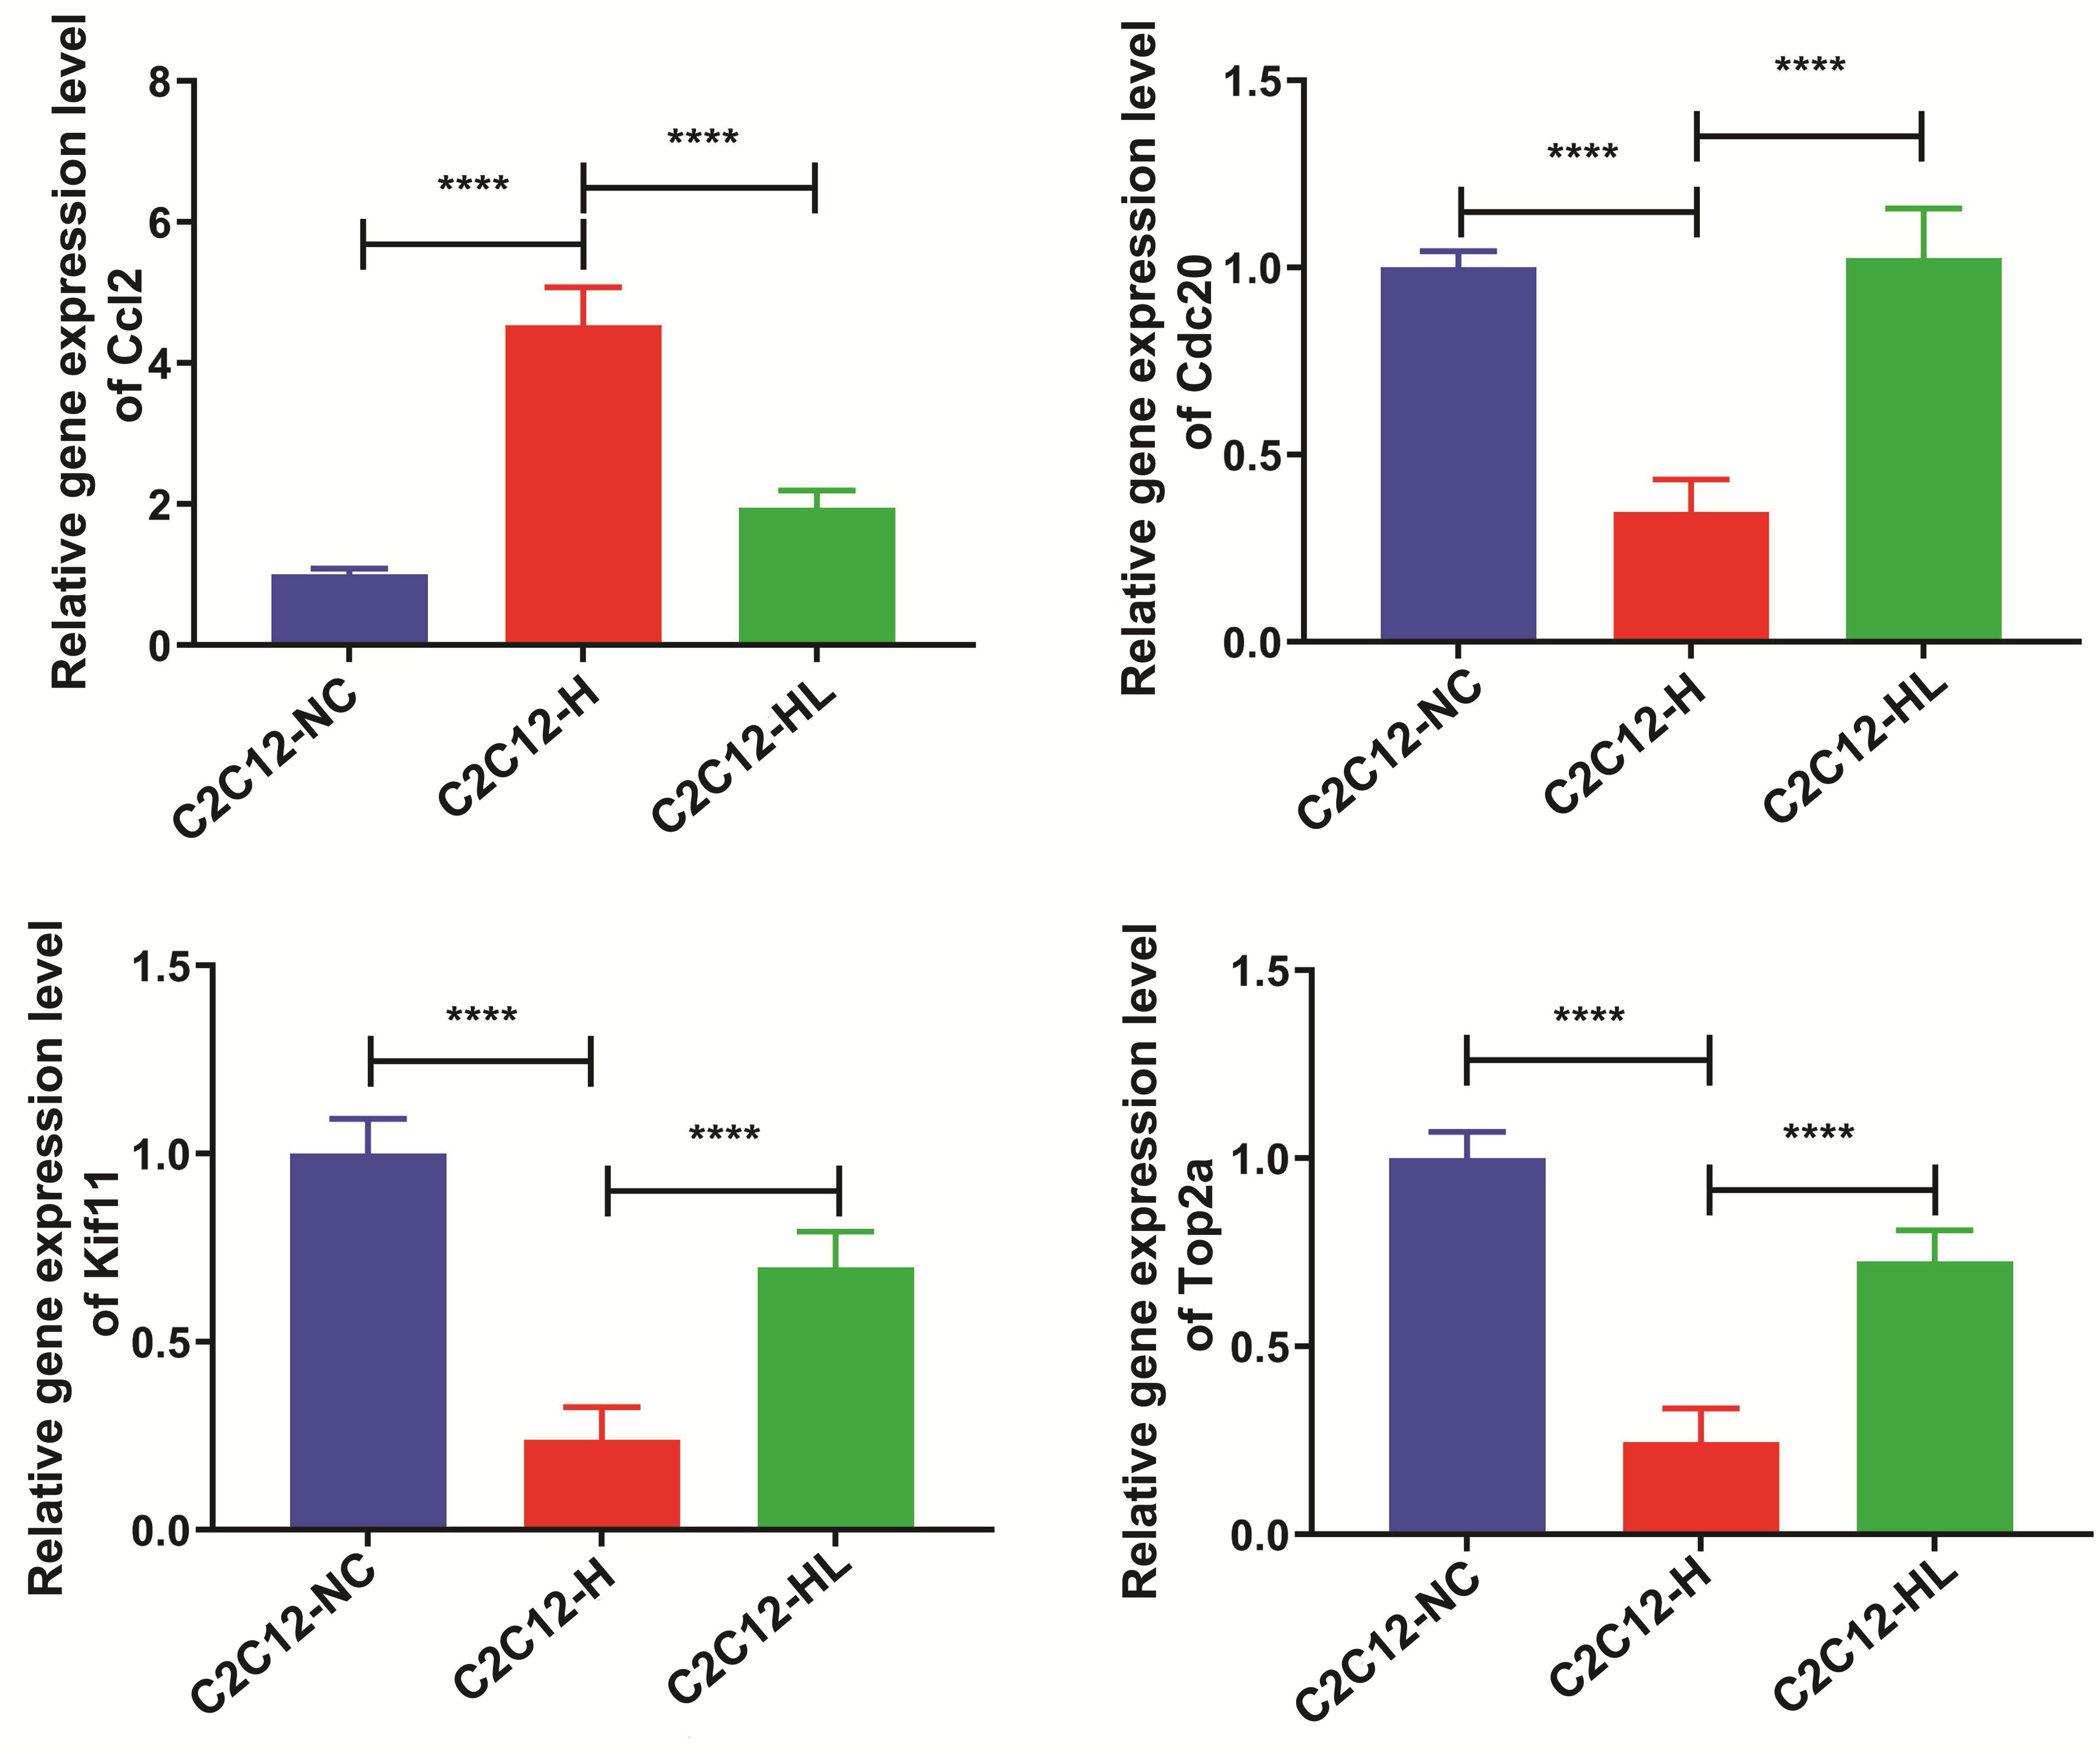

**Figure S1 Expression validation of Ccl2, Kif11, Cdc20 and Top2a by real-time PCR.**

How the deposited data were processed for this re-analysis (not part of the article)

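Libraries of mRNA from C2C12 myoblasts were sequenced for 3 groups, the control group (NC), the 25 mmol/L glucose group (H) and the group with 25 mmol/L glucose and 200 nmol/L liraglutide (HL), with 3 libraries each after 48 h. The authors trimmed the reads, aligned them with HISAT2 (version 2.1.0), quantified them with StringTie (version 1.3.3b) and compared groups with DESeq2, and the values used here are the FPKM per gene and library that the authors deposited. The descriptions of this step differ in the genome and in the quantifier they name, and the gene identifiers are those of mouse Ensembl, so no coordinates are given for single genes. FPKM are scaled to each library's mapped reads and to gene length, so they are not counts, and no count test was run. The table holds 54307 genes, 51482 of them with a symbol.

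Values were transformed to log2(FPKM + 0.1) and tested with limma (version 3.58.1, with statmod 1.5.0 in R 4.3.3), with a trend of the variance on the mean and the robust option, in 1 fit of all 9 libraries with 6 residual degrees of freedom. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 13674 in all, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Calls use an adjusted p under 0.05 and an absolute log2 fold change over 1. The 38 gene lists, 34 of them with at least 5 tested members, were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry, and the genes that changed in opposite directions were compared with the lists by a one-sided Fisher's exact test over the tested genes. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The same fit was tested on simulated data, with 50 changed genes at each of 4 sizes: it called 41 at a log2 fold change of 1.2, 40 at 1.5, 49 at 2 and 45 at 3, none with the wrong sign, and 2 of 13434 unchanged genes.

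The genes named come from a rule that takes the genes of Tables 1 and 2, the 15 central genes of the paper's networks, the genes of the blotted proteins, Glp1r, the 10 largest changes in each direction of H against NC and of HL against H with a mean FPKM of at least 5 in the higher group and no overlap between groups, and in each list up to 4 called members with the largest change, or 2 with the highest level where none was called. The text names only part of the genes that this rule takes, and 1 of its items is not reported here. The values of Tables 1 and 2 and the heat maps of Figs. 5 and 7 had been seen when this rule was written. The comparisons, the lists, this rule and the alternatives were set before the data were examined, except the list tests of HL against NC. The alternatives were a pseudocount of 1 or 0.01, no filter on low values, a filter on a mean FPKM of 5, rescaling to TPM, centring on the median, variance weights per group, limma without the robust option, a fit of only the groups compared, a replicate block, an adjusted p without a fold threshold, an estimated correlation, fry, a background of genes with a mean FPKM of at least 5, and leaving out each library in turn.

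Depth was estimated from the smallest steps between the FPKM of 228 genes with 1 annotated transcript, of 960 examined, as 16.2 to 21.3 M reads per library, with quartiles of 19.4 and 19.8 M reads for NC replicate 1. Only 45.3% of 8016 low values came within 0.1 of a whole number of reads, so this depth is an estimate, and the number of reads behind a low FPKM depends on the length of the transcript. The interaction networks, the enrichment of annotation terms, the splicing events, the real-time PCR and the protein assays were not repeated, since they do not rest on these values alone.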

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

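The tests of depth and of other splits of the libraries were chosen only after the result was seen, and the tests of readthrough, macrophage RNA and osmotic stress before it.

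Genes nearly silent in the NC group rose in the H group. The paper lists some of them, such as Prss35 and Csf1r, and discusses others, such as Cxcl2. The paper also discusses Itgax and Alb, which lay below the filter here and were not called higher in H without it. It does not discuss genes of the 2-cell embryo or AC127331.6. Of 20 tested genes of the 2-cell embryo, 18 of which passed the filter by their H values alone, 19 were higher in H than in NC (25 of the 31 members found without the filter). AC127331.6, listed at 0 in every NC and HL library, averaged 178.8 FPKM in H. Called silent genes lay within 50 kb downstream of an expressed gene at no higher odds than other silent genes (22 of 161 against 2527 of 12666, odds ratio 0.64, 95% interval 0.38 to 1.0). The called genes had passed the filter on low values, and the others had not been held to it. Genes that readthrough raised to low values would count among the others. The test therefore cannot decide on readthrough from expressed genes upstream, which stays open. Greater depth is argued against, since the H libraries listed 24254 to 25166 genes above 0, and each would keep at least 22959 when thinned to the lowest NC depth, even with every gene taken as a single read, against 22258 to 22634 in the NC libraries; this rests on the ratios of depth between libraries (0.911 to 1.087 in H relative to NC replicate 1) and not on the number of reads. Reads shared between near-identical copies, which many of these genes have, were not tested and stay open for single copies. A response of the cells to the medium was not tested and stays open.

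Targets of NFAT5 rose in the H group, genes the paper does not discuss as a group. Of 21, 11 were higher and 1 was lower in H than in NC, and Slc6a12 averaged 75.45 FPKM in H. The list passed with a preset correlation (camera adjusted p = 9.55e-06) and not with an estimated one (adjusted p = 0.166, range over the alternatives 1.02e-06 to 0.166). In HL, at the same 25 mmol/L glucose, 9 of the 21 were lower than in H and none higher (camera adjusted p = 2.7e-06, 0.172 with an estimated correlation). Against NC, 2 were higher in HL and none lower, and the list did not pass (camera adjusted p = 0.241). An osmotic effect and a glucose-specific effect of 25 mmol/L glucose cannot be told apart, since no library of an osmotic control was analysed here.

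Of 5 tested macrophage markers 4 were higher in H than in NC (camera adjusted p = 0.01, adjusted p = 0.128 with an estimated correlation), with Csf1r among the largest changes, while Itgax, below the filter, was listed at 0 in H replicate 2. Of the 25 members of the list, 21 were seen above 0 in any library, of which 4 were higher without the filter, and 1 of the 5 tested passed the filter by its H values alone. The call of 1 of the 4, Coro1a, ended under 7 of the alternatives (adjusted p = 0.046, range 0.0234 to 0.155). RNA of macrophages in the H libraries is argued against, since of 7 abundant macrophage transcripts 6 lay below the filter in spite of Csf1r at 125 FPKM in H, and 1 was called higher in H, with or without the filter, Cd68, which stayed at 19.0 ± 0.631 FPKM in HL, while Lyz2 averaged 0.657 FPKM in H and Tyrobp and C1qa, chosen after their values were seen, were listed at 0 in all libraries. What raises Csf1r in these cells was not tested.

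Glp1r, the receptor of liraglutide, whose level in these libraries the paper does not report, averaged 0.0855 ± 0.0294 FPKM in NC, 0.556 ± 0.0500 in H and 0.143 ± 0.0382 in HL, about 55.5 to 75.1 estimated reads per H library; below the filter, its log2 fold changes were 1.83 in H (adjusted p = 0.000626) and -1.44 in HL against H (adjusted p = 0.00393) when tested without it. Of 22 tested replication-dependent histone genes, 15 were higher in HL than in NC, in a comparison the paper does not make. Of 24 tested sarcomere genes, 12 were higher in HL than in NC.

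The 6 libraries of a pair of groups can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In each comparison 1 of the 10, the real split, gave the highest number of called genes, 2188 for H against NC (highest other 2), 1283 for HL against H (highest other 3) and 1192 for HL against NC (highest other 2). The other splits mix the 2 groups, so the low counts show that the groups differ and not what made them differ.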

How the results depend on the processing

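None of the alternatives was chosen after the results were seen, and no called result of H against NC or HL against H reversed its direction. For single genes and lists, the alternatives cover these comparisons and not HL against NC. Named genes kept their side of the threshold in 3744 of the gene and setting combinations tried, and in 3424 that leave out 1 library; 43 and 50 lost a call and 7 and 18 gained one. The list tests kept theirs in 740 and 589, with 46 and 13 lost and 24 and 10 gained. Depth limits genes that rest on few reads, such as Itgax, at 0 to 6.0 estimated reads per H library, and Alb, at 3.2 to 5.4.

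Without the filter on low values, which tests more genes, 2711 genes rose in H against NC, 1606 fell in HL against H, 622 fell in HL against NC and 1264 rose and fell again. With the filter on a mean FPKM of 5, which tests fewer genes, 517 rose in H against NC, 255 rose and 270 fell in HL against H, 306 rose and 150 fell in HL against NC, and 199 rose and fell again. At an adjusted p alone the counts were 3711 up and 4513 down in H against NC, 3652 and 2967 in HL against H, 2957 and 3717 in HL against NC, and 2008 and 2466 in the overlaps, since the fold threshold is dropped. A pseudocount of 1, which shrinks low genes, gave 256 up in HL against H, 446 up and 198 down in HL against NC, and 134 genes that fell and rose again. Leaving out 1 library in turn gave 1327 to 1446 up and 709 to 878 down in H against NC, 394 to 565 and 721 to 858 in HL against H, 816 to 855 and 303 to 333 in HL against NC, and 560 to 677 and 166 to 248 in the overlaps.

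The median share of the rise returned in HL was 0.699 at a pseudocount of 1, 0.542 at 0.01, 0.662 without the filter, 0.54 after rescaling to TPM, 0.567 after centring, 0.582 with variance weights, and 0.545 to 0.603 without 1 library. The share of the fall returned was 0.422 without the filter, 0.502 with the filter on a mean FPKM, 0.506 after rescaling to TPM, 0.49 after centring, and 0.466 to 0.505 without 1 library; the cause of these shifts was not tested.

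With an estimated correlation, 2 lists passed in H against NC and 0 in HL against H. In H against NC the camera adjusted p also rose in lists with an estimated correlation below the preset 0.01. It went from 3.5e-06 to 0.0455 for p53 targets (correlation -0.0113) and from 0.01 to 0.128 for macrophage markers (-0.153). For GLP-1 receptor and cAMP signaling (-0.00737) it was 0.938 and 0.934. A higher adjusted p with this setting therefore does not by itself show a high correlation between genes. For the lists that follow, the adjusted p with an estimated correlation is the highest of the alternatives, and the range over them in the 2 comparisons was 1.02e-06 to 0.166 and 2.71e-07 to 0.172 for NFAT5 targets, 4.57e-37 to 0.107 and 6.95e-20 to 0.17 for DNA replication, 1.81e-39 to 0.154 and 2.04e-41 to 0.17 for mitosis, 3.6e-19 to 0.139 and 6.28e-12 to 0.205 for Fanconi anemia genes, 1.65e-06 to 0.107 and 1.68e-05 to 0.17 for cytokines, 1.32e-05 to 0.166 and 1.68e-05 to 0.17 for mineral absorption, 2.66e-16 to 0.139 and 3.32e-22 to 0.17 for 2-cell genes, and 3.68e-06 to 0.128 and 1.22e-05 to 0.17 for keratinization; the cause was not tested. For arachidonic acid metabolism the adjusted p was 0.0283 and 0.015 without the filter, 4.67e-06 and 1.68e-05 with fry, 0.0423 to 0.0966 and 0.037 to 0.0884 without 1 library (range over the alternatives 4.67e-06 to 0.259 and 1.68e-05 to 0.309). For GLP-1 receptor and cAMP signaling in HL against H, fry gave 0.0238 (range 0.0238 to 0.862); the cause was not tested. With fry, which does not compare a list with other genes, these also passed: in H against NC the ATF4 (0.0395, range 0.0395 to 0.866), heat shock (0.0239), protease (1.35e-05), glycolysis (0.0239, range 0.0239 to 0.96), MondoA (0.00813, range 0.00813 to 0.718) and osteoblast lists (0.000112, range 0.000112 to 0.554), and in HL against H the p53 (0.00911, range 0.00911 to 0.64), protease (9.9e-05), AMPK (0.0135, range 0.0135 to 0.735), glycolysis (0.0309, range 0.0309 to 0.696) and osteoblast lists (0.000298, range 0.000298 to 0.309).

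The replicate numbers do not pair the libraries: over 9 same-numbered pairs the residual correlation was -0.037 to 0.091, and 1 library correlated best with its own number in both other groups. With the replicate number as a block, 1402 genes rose and 794 fell in H against NC and 486 and 802 in HL against H.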

Differences from the paper's values

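The paper states 3450 up-regulated genes in H against NC, and 1402 were found here at the same thresholds, on FPKM. Of the alternatives set before the data were examined, no filter on low values (2711) and an adjusted p alone (3711) come within 1.5 times of the paper's number, and the others do not. The paper's total for that comparison is 4594 against 2188 here, and only the alternative without the filter (3760) comes as close. In HL against H the paper states 1964 down-regulated genes against 797 here, and a total of 2555 against 1283, and only the alternative without the filter comes as close (1606 and 2196). For genes that rose in H and fell in HL the paper states 1549 against 630 here, and no filter (1264) and an adjusted p alone (2008) come as close, while the others do not.

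The paper's log2 fold change of Prss35 in H against NC is 8.83, and it was 7.95 here, a gap that only a pseudocount of 0.01 closes to within the replicate SD (8.54). For Neat1 the paper's value is 3.59 against 3.46 here, and only rescaling to TPM (3.66) closes the gap. For Tnxb it is 5.39 against 4.87, closed by a pseudocount of 0.01 (5.19), by rescaling to TPM (5.14) and without H replicate 2 (5.05), and not by the others. For Pla2g4a in HL against H it is -2.21 against -2.33, closed by a pseudocount of 1 (-2.24), without H replicate 1 (-2.28) and without HL replicate 2 (-2.28), and not by the others. Of the 20 genes of Table 1 and the 20 of Table 2, all had the paper's sign, and 17 and 19 lay within the replicate SD of the paper's value.

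The paper lists Itgax and Alb among genes that rose in H and fell in HL, and neither reached the filter here. Both were listed at 0 in every NC and HL library, so that their fold changes depend on the pseudocount and are not given; without the filter, Itgax had an adjusted p of 0.0928 in H against NC and 0.115 in HL against H and did not pass, and Alb had 0.00361 and 0.0058, past the adjusted p, and missed the fold threshold at a pseudocount of 0.1. The paper reports cAMP signaling among the pathways of the genes that rose and fell again, and 2 of 26 genes of the GLP-1 receptor and cAMP list were among them here (Fisher's exact adjusted p = 1). It also reports mineral absorption, for which 4 of 21 genes gave an adjusted p of 0.0695. The paper's criterion for enrichment is a P-value under 0.05, not stated to be adjusted. The unadjusted p of Fisher's exact test here was 0.0143 for mineral absorption, under that value, and 0.338 for the cAMP list. The adjusted p for mineral absorption passes without the filter (0.000854), with a filter or a background on a mean FPKM of 5 (0.0199 each), after rescaling to TPM (0.000645), and without H replicate 2 (0.0174), H replicate 3 (0.0135) or HL replicate 3 (0.0126, range over the alternatives 0.000645 to 0.72).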

Other observations

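The list tests of HL against NC were chosen only after the other results were seen.

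Genes of several groups differed between the HL and NC groups, and only part of these lists is given here. Of 27 immediate early genes, 10 rose and 1 fell in HL against NC (camera adjusted p = 1.71e-07, adjusted p = 0.27 with an estimated correlation). Of 6 nuclear long non-coding RNAs, 3 rose in HL against NC (camera adjusted p = 0.000362, 0.155 with an estimated correlation). Of 19 chaperones of the endoplasmic reticulum, 2 fell (camera adjusted p = 7.83e-05, 0.415 with an estimated correlation). Of 22 replication-dependent histone genes, 15 rose and 2 fell in H against NC (16 and 2 when adjusted over the list alone; camera adjusted p = 0.000294, adjusted p = 0.251 with an estimated correlation), and 15 rose and 1 fell in HL against NC (16 and 1 when adjusted over the list alone; camera adjusted p = 2.31e-05, adjusted p = 0.276 with an estimated correlation). In HL against H, 1 rose and 1 fell, and 0 in each direction over the list alone (camera adjusted p = 0.992). Hist1h1c, a linker histone, was at 17.4 ± 0.815 FPKM in NC, 255 ± 100.1 in H and 229 ± 10.4 in HL (SD, n = 3 each), with log2 fold changes of 3.78 in H and 3.71 in HL against NC. Of 24 p53 targets, 9 rose in HL against NC, also over the list alone (camera adjusted p = 2.86e-05, adjusted p = 0.0862 with an estimated correlation), among them Bbc3, an inducer of apoptosis, and Eda2r, a receptor of the tumor necrosis factor family, at log2 fold changes of 1.59 and 1.27. The sarcomere list, which did not pass in H against NC (camera adjusted p = 0.925), rose in HL against NC (12 of 24, also over the list alone; camera adjusted p = 2.42e-05, adjusted p = 0.176 with an estimated correlation), with Myoz2, a protein of the Z line, at 0.173 ± 0.0305, 1.45 ± 0.707 and 2.04 ± 0.465 FPKM. Of 19 interferon-stimulated genes, 4 fell in H against NC and 4 in HL against NC, none was called in HL against H (4 higher and 1 lower at an adjusted p alone), and no list test passed (camera adjusted p = 0.414, 0.801 and 0.516), although H against NC did without the filter (0.0393) and with fry (0.0187, range over the alternatives 0.0187 to 0.985). Isg15, a ubiquitin-like protein induced by interferon, was at 14.8 ± 1.30, 6.01 ± 0.898 and 6.81 ± 1.23 FPKM.

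Of 21 genes of muscle atrophy and autophagy, 2 rose in H against NC, also over the list alone (camera adjusted p = 0.0392, adjusted p = 0.154 with an estimated correlation), and the call ended without NC replicate 1 (0.053) or H replicate 2 (0.0769, range over the alternatives 1.26e-05 to 0.154). None was called in HL against H (4 higher and 7 lower at an adjusted p alone, camera adjusted p = 0.552). Fbxo32, the ubiquitin ligase atrogin-1, was at 7.27 ± 0.313, 16.8 ± 4.30 and 19.2 ± 0.913 FPKM, with log2 fold changes of 1.17 in H (0.97 without H replicate 2) and 0.21 in HL against H (adjusted p = 0.259). The adjusted p of Fbxo32 in HL against H was 0.00254 without H replicate 2 (range over the alternatives 0.00254 to 0.68). Trim63, the ubiquitin ligase MuRF1, lay below the filter at 0.119 ± 0.0307, 0.926 ± 0.319 and 0.955 ± 0.154 FPKM; without the filter its log2 fold change was 2.19 in H (adjusted p = 0.00039) and 0.08 in HL against H (adjusted p = 0.901). None of 6 AMPK subunits was called by limma in H against NC (1 higher and 2 lower at an adjusted p alone, camera adjusted p = 0.925) or in HL against H (2 higher, camera adjusted p = 0.396). Prkaa1, the catalytic subunit with the higher level, was at 41.6 ± 0.461, 31.3 ± 2.74 and 37.7 ± 1.40 FPKM, with log2 fold changes of -0.41 in H (adjusted p = 0.00067) and 0.27 in HL against H (adjusted p = 0.0103, and 0.118 after rescaling to TPM, range over the alternatives 0.00581 to 0.118). Prkaa2, the other one, was at 1.00 ± 0.0174, 1.33 ± 0.126 and 1.68 ± 0.142 FPKM, with 0.37 in H (adjusted p = 0.072, and 0.0194 after rescaling to TPM, range 0.0194 to 0.164) and 0.32 in HL against H (adjusted p = 0.136).

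No gene of oxidative phosphorylation encoded in the nucleus was called, while 37 of 40 were lower in H against NC and 30 higher in HL against H at an adjusted p alone (camera adjusted p = 1.19e-10, adjusted p = 0.0455 with an estimated correlation, and 2.18e-07 and 0.17 in HL against H). Cox6c, a subunit of cytochrome c oxidase, was at 725 ± 18.3, 600.1 ± 25.0 and 768 ± 17.4 FPKM, and Atp5b, a subunit of ATP synthase, had a log2 fold change of -0.15 in H that turned to 0.04 after rescaling to TPM. Of 40 ribosomal protein genes none was called, 37 were lower and 1 higher in H and 32 higher in HL against H at an adjusted p alone (camera adjusted p = 3.91e-12 and 1.11e-07, adjusted p = 0.107 and 0.17 with an estimated correlation), and Rplp1, a protein of the large subunit, was at 3926 ± 108, 2102 ± 115 and 2663 ± 61.2 FPKM. Of 13 housekeeping genes none was called, 11 were lower and 1 higher in H, and 8 higher and 1 lower in HL against H at an adjusted p alone (camera adjusted p = 0.0253 and 0.0207, adjusted p = 0.166 and 0.203 with an estimated correlation), and after rescaling to TPM the list no longer passed in H (0.064, and 0.0767 with a filter on a mean FPKM of 5, range over the alternatives 3.57e-05 to 0.166). None of 13 mitochondrially encoded mRNAs was called in H against NC or HL against H, with 1 and 3 higher at an adjusted p alone (camera adjusted p = 0.464 and 0.263, the first 0.0321 without H replicate 3, range over the alternatives 0.0321 to 0.866). In HL against NC none of them was called either, and 5 were higher at an adjusted p alone (camera adjusted p = 0.0342, adjusted p = 0.77 with an estimated correlation). None of 25 genes of cholesterol synthesis was called, with 14 higher and 2 lower in HL against H at an adjusted p alone (camera adjusted p = 0.047, adjusted p = 0.642 with an estimated correlation), a list call that ended with a filter on a mean FPKM of 5 (0.0599), after centring (0.051), and without H replicate 2 (0.0847), H replicate 3 (0.167) or HL replicate 1 (0.0585, range over the alternatives 0.000729 to 0.642), and the list did not pass in H against NC (camera adjusted p = 0.167), although it did without the filter (0.00682) and with fry (0.0106, range over the alternatives 0.00682 to 0.816).

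Of 19 chaperones of the endoplasmic reticulum, 1 rose in H against NC, Dnajb9, a co-chaperone (log2 fold change 1.07, and 0.998 without H replicate 1), while the median log2 fold change was -0.31 (camera adjusted p = 0.0392, adjusted p = 0.575 with an estimated correlation), and the call ended after rescaling to TPM (0.111) and with a filter on a mean FPKM of 5 (0.141, range over the alternatives 0.000487 to 0.575). In HL against H 1 fell, Herpud1, a protein of the degradation of misfolded proteins, with a log2 fold change of -1.06, and -0.98 without H replicate 2 (camera adjusted p = 0.0207, adjusted p = 0.541 with an estimated correlation, and 0.0761 without H replicate 2 and 0.0549 without H replicate 3, range over the alternatives 0.000109 to 0.541). Of 5 osteoblast markers, Phex rose and Alpl fell in H against NC (camera adjusted p = 0.414), and none was called in HL against H (2 lower at an adjusted p alone, camera adjusted p = 0.137). The lists of adipocyte, endothelial and epithelial markers had 4, 2 and 1 tested members, too few for a list test. Among these, Lpl, the lipoprotein lipase, had a log2 fold change of -1.04 in H (-0.69 without H replicate 1 and -0.85 after rescaling to TPM), Cdh5, the endothelial cadherin, 2.63 and Krt19, an epithelial keratin, 2.23.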
